# Substrate discrimination and quality control require each catalytic activity of TRAMP and the nuclear RNA exosome

**DOI:** 10.1073/pnas.2024846118

**Published:** 2021-03-29

**Authors:** Mom Das, Dimitrios Zattas, John C. Zinder, Elizabeth V. Wasmuth, Julien Henri, Christopher D. Lima

**Keywords:** RNA, quality control, RNA decay, exosome, TRAMP

## Abstract

Quality control requires discrimination between functional and aberrant species to selectively target aberrant substrates for destruction. Nuclear RNA quality control in *Saccharomyces cerevisiae* includes the TRAMP complex that marks RNA for decay via polyadenylation followed by helicase-dependent 3′ to 5′ degradation by the RNA exosome. Using reconstitution biochemistry, we show that polyadenylation and helicase activities of TRAMP cooperate with processive and distributive exoribonuclease activities of the nuclear RNA exosome to protect stable RNA from degradation while selectively targeting and degrading less stable RNA. Substrate discrimination is lost when the distributive exoribonuclease activity of Rrp6 is inactivated, leading to degradation of stable and unstable RNA species. These data support a proofreading mechanism in which deadenylation by Rrp6 competes with Mtr4-dependent degradation to protect stable RNA while selectively targeting and degrading unstable RNA.

## Significance

Defects in RNA quality control pathways manifest as disease because they function to selectively remove aberrant or defective species to ensure cellular homeostasis. The RNA exosome and TRAMP complexes encompass key components of the RNA surveillance machinery. Here we show that exoribonuclease activities of Rrp6-associated RNA exosomes protect stable RNA species from TRAMP-mediated polyadenylation and degradation, and that each catalytic activity of the RNA exosome-TRAMP complex contributes to substrate discrimination and degradation of less stable RNA species. Our results highlight a previously unappreciated role for Rrp6 in protecting stable RNA species from degradation and suggest additional mechanistic analogies between RNA and protein quality control pathways with respect to proofreading mechanisms that protect stable species while targeting unstable species for destruction.

Genome-wide transcriptome analyses in eukaryotes have shown that the nuclear RNA exosome acts on a plethora of RNA substrates by degrading aberrant noncoding and coding RNAs and processing the 3′ ends of various RNAs (1–4). The RNA exosome is an essential multisubunit complex that carries out diverse functions in RNA metabolism encompassing normal RNA turnover, processing, maturation, and quality control (5–7). Eukaryotic RNA exosomes include a 9-subunit core (Exo9) that forms a prominent central channel large enough to accommodate single-stranded RNA (8), while exterior surfaces of Exo9 contribute to recruitment of its two 3′ to 5′ exoribonuclease catalytic subunits, the processive exoribonuclease Dis3 (also known as Rrp44) and the distributive exoribonuclease Rrp6, and cofactors. In several structures, Rrp6 binds to the top of the Exo9 core while Dis3 binds to the bottom (9–12). RNA substrates can be engaged by threading RNA partially or completely through the central channel to Rrp6 or Dis3 active sites, respectively (10, 11, 13).

Substrate specificities and activities of the nuclear RNA exosome are modulated by additional factors that associate with the exosome complex (14, 15). Among these conserved eukaryotic factors are Mtr4, an essential 3′ to 5′ DExH RNA helicase, and two nuclear cofactors, Mpp6 and Rrp47, that mediate interactions between the Mtr4 helicase and the nuclear RNA exosome (16–23). Mtr4 is also a core subunit of several complexes that engage RNA substrates prior to degradation. Among these is TRAMP, a complex conserved across eukaryotic evolution; NEXT and PAXT, which appear conserved in metazoans; and MTREC, a complex discovered in fission yeast that includes the Mtr4-like helicase Mtl1 (5, 7).

Budding yeast TRAMP includes one of two nontemplated poly(A) polymerases of the Polβ family, Trf4 or Trf5, and one of two zinc-knuckle RNA-binding proteins, Air1 or Air2 (24–27). TRAMP promotes degradation of RNA transcripts produced by all three RNA polymerases (28) through the addition of short oligo-adenylated tails to the 3′ end of RNAs (24, 25, 29, 30). While TRAMP substrates with longer tails have been observed (24–26), shorter tails are observed in vitro (30, 31) and in vivo (32), presumably because tails get captured by the Mtr4 helicase, thus sequestering the 3′ end from further rounds of adenylation.

Genetic studies in yeast led to the discovery that TRAMP promotes nuclear RNA exosome-dependent decay of a hypomodified initiator methionine tRNA (tRNA_i_^Met^) that lacks the m^1^A58 modification (24–26, 33–36). While this hypomodified initiator methionine tRNA is functional in translation, the absence of 1-methyl on A58 disrupts D- and T-loop interactions to destabilize the tRNA tertiary structure (25; discussed in ref. 37), thereby making it a substrate for TRAMP and the RNA exosome. Additional studies have shown that the TRAMP-exosome surveillance pathway also targets other nuclear RNAs that include mRNAs, snoRNAs, snRNAs, rRNAs, and ncRNAs generated from intergenic spacer regions and cryptic unstable transcripts in yeast (24, 26, 32, 38, 39).

TRAMP presumably targets aberrant or less stable tRNA by polyadenylating the 3′ end to provide a single-stranded RNA extension that is long enough to engage the Mtr4 helicase (30, 31). Once Mtr4 engages the tRNA and RNA exosome, helicase activity likely unfolds the tRNA to translocate its 3′ end through the central channel toward the processive exoribonuclease activities of Dis3, similar to what was observed for other RNA substrates (20–22, 40). However, roles for Rrp6 distributive exoribonuclease activity, the exosome cofactors Mpp6 or Rrp47, or the Exo9 core in degradation of a tRNA substrate remain less clear.

Here we present the biochemical reconstitution of TRAMP-mediated tRNA decay through characterization of nuclear exosome complexes from the budding yeast *Saccharomyces cerevisiae*. Mutations in each catalytic subunit were analyzed individually and in combinations to probe the importance of each activity for substrate discrimination and selective degradation of less stable tRNA species. We show that each catalytic activity of TRAMP and the nuclear RNA exosome are required for substrate discrimination. We find that Mtr4 helicase activity is required when Rrp6 catalytic activities are present; however, exosomes lacking Rrp6 activity lose the ability to discriminate between stable and less stable substrates, leading to accumulation of polyadenylated species that can be degraded by Dis3 independent of Mtr4 helicase activity. These data support a proofreading model for substrate discrimination and nuclear RNA quality control. While TRAMP polyadenylates both stable and less stable RNAs, the poly(A) tails added to stable RNAs are trimmed by the distributive exoribonuclease activities of Rrp6 presumably before the helicase can be engaged. In contrast, less stable RNAs are better substrates for polyadenylation and translocation, presumably bypassing Rrp6 activities by Mtr4-dependent translocation of their 3′ ends to the processive exoribonuclease activities of Dis3.

## Results

### TRAMP Selectively Targets Unmodified tRNA for Degradation by the Nuclear RNA Exosome.

Recombinant Air1, Trf4, and Mtr4 were expressed, purified, and reconstituted to form TRAMP. Similar to previous results with hypomodified or unmodified tRNA_i_^Met^ or with unmodified tRNA^Ala^ (24–26, 35), yeast TRAMP polyadenylated unmodified tRNA_i_^Met^, with >80% of the tRNA consumed within 4 min at 30 °C (Fig. 1). In contrast, fourfold-less native deacylated tRNA_i_^Met^ was polyadenylated by TRAMP in the first 4 min. To determine the contributions of TRAMP polymerase and helicase activities to polyadenylation, TRAMP was reconstituted with proteins containing inactivating point mutations in the polymerase and helicase active sites, respectively, to generate TRAMP^pol−^, TRAMP^hel−^, and TRAMP^pol−/hel−^. The Trf4^pol−^ mutant contains two point mutations in its active site, D236N and D238N, that are predicted to inactivate polymerase activity as reported previously (25, 26). The Mtr4^hel−^ mutant contains a E263Q substitution in the DExH motif to inactivate helicase activity by preventing ATP hydrolysis (41, 42). Consistent with prior reports (30), assays with TRAMP^hel−^ revealed slightly elevated levels of polyadenylation compared to wild-type (WT) TRAMP with the unmodified substrate. As expected, TRAMP complexes lacking a functional polymerase (TRAMP^pol−^ or TRAMP^pol−/hel−^) exhibited no detectable polyadenylation activity (Fig. 1 *A* and *B*).

**Fig. 1.**
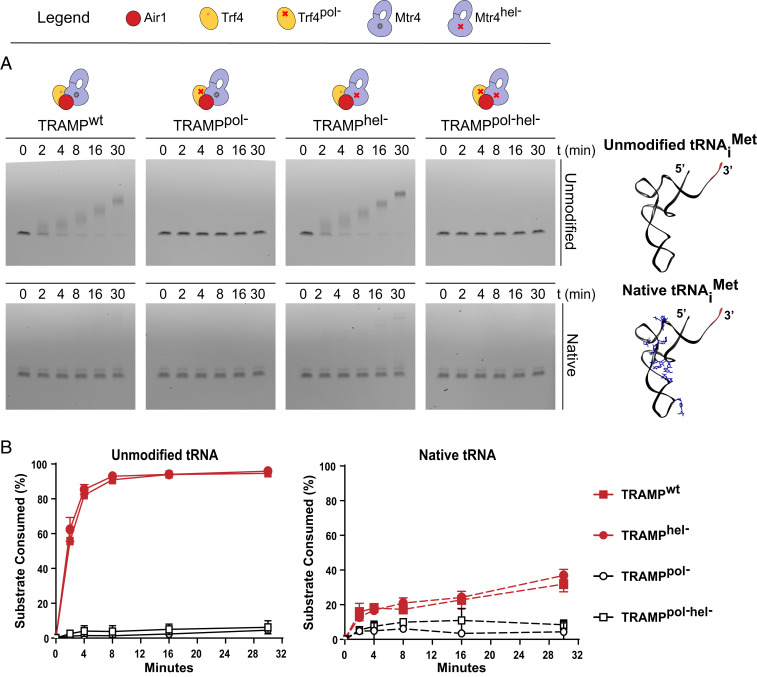
TRAMP selectively polyadenylates unmodified tRNA. (*A*) Time course to detect polyadenylation of unmodified tRNA_i_^Met^ (*Top*) and native deacylated tRNA_i_^Met^ (*Bottom*) by yeast TRAMP and mutants lacking polymerase or helicase activities. RNA was separated by electrophoresis with polyacrylamide TBE-urea gels and detected by SYBR Gold staining. Gel images are representative of three independent experiments. Cartoons above gel panels represent the composition of complexes used, with a red cross indicating an active site mutant. On the right, the ribbon diagram depicts unmodified tRNA_i_^Met^ and yeast native tRNA_i_^Met^ (Protein Data Bank ID code 1YFG), with modified bases shown in blue for native tRNA and 3′-CCA ends depicted in red. Structural representations were generated with Chimera (www.cgl.ucsf.edu/chimera). (*B*) Graphs indicating the percentage of unmodified or native tRNA substrate consumed by TRAMP complexes with time as quantified from experiments in *A*. The mean values of triplicate experiments are plotted, with error bars representing ±1 SD.

We next tested whether nuclear exosomes containing Rrp6 and Dis3 (Exo11^Dis3/Rrp6^) could degrade unmodified or native tRNA. Neither substrate was efficiently degraded under the conditions tested, indicating that both species are folded and stable enough to protect their 3′ ends from the exoribonuclease activities of Rrp6 and Dis3 (Fig. 2). Consistent with earlier studies (20, 21), the addition of protein cofactors Mpp6 and/or Rrp47 stimulates Rrp6 activity, resulting in enhanced degradation of unmodified tRNA with decay products consistent with Rrp6 distributive trimming activity (Fig. 2*A*). Rrp6-dependent decay products were no longer observed with exosome complexes containing catalytically inactive Rrp6 (Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^; Fig. 2*A*). Importantly, the native tRNA substrate remained stable in the presence of each nuclear exosome complex (Fig. 2*B*).

**Fig. 2.**
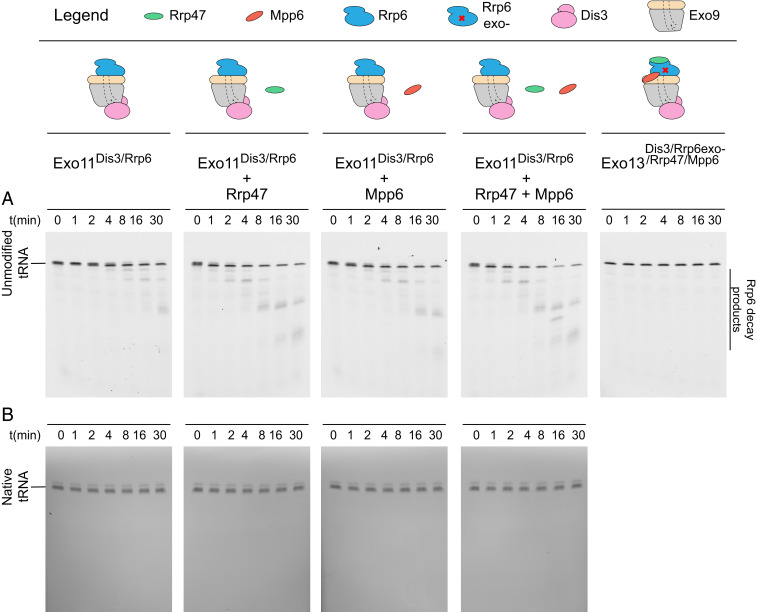
Dis3 does not degrade tRNA in the nuclear exosome. (*A*) Time course to detect degradation of 5′-fluor-tRNA_i_^Met^ by reconstituted nuclear exosomes (Exo11^Dis3/Rrp6^) in the absence or presence of Rrp47 and/or Mpp6, or in the presence of an exosome lacking Rrp6 catalytic activity (rightmost panel). RNA was detected by fluorescein fluorescence. Cartoons for RNA exosome components used in reactions are displayed above the gel images. (*B*) Time course to detect degradation of native tRNA_i_^Met^ by reconstituted nuclear exosomes (Exo11^Dis3/Rrp6^) in the absence or presence of Rrp47 and/or Mpp6. RNA was detected by fluorescence after staining with SYBR Gold. The gel images in *A* and *B* are representative of three independent experiments.

We next combined TRAMP with nuclear RNA exosomes containing the Exo9 core, Rrp6, and Dis3 (Fig. 3). For unmodified tRNA, substrate polyadenylation and 4- to 5-nt decay products of Dis3 activity were detected (Fig. 3*A*); however, polyadenylation or degradation of the native tRNA was not detected (Fig. 3*B*). Furthermore, the addition of Mpp6 and Rrp47, cofactors that similarly stimulate Mtr4 helicase activity and bridge it to the exosome (19–21), increased Dis3 products for unmodified tRNA (Fig. 3*A*), but not for native tRNA (Fig. 3*B*). Dis3-dependent degradation of unmodified tRNA was independent of Rrp6 exonuclease activity, and 4- to 5-nt decay products were not generated with exosome complexes lacking Dis3 exoribonuclease activity (Exo13^Dis3exo−/Rrp6/Rrp47/Mpp6^; Fig. 3*A*).

**Fig. 3.**
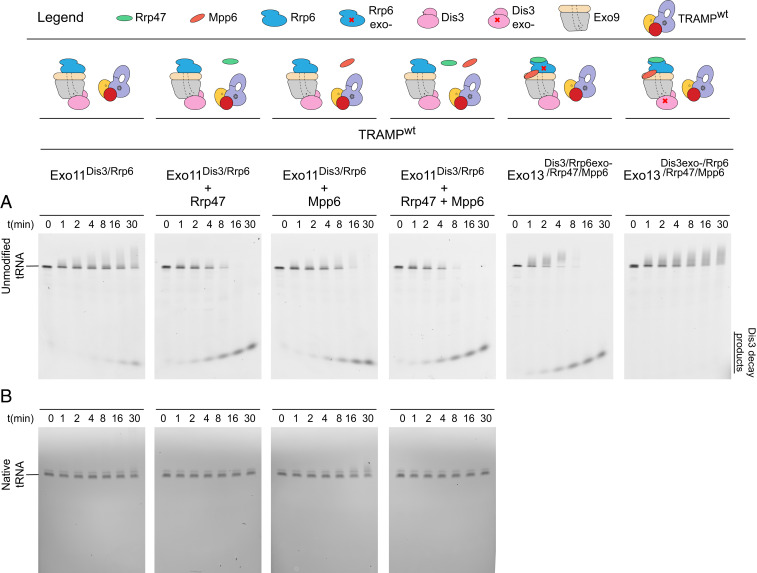
Dis3-dependent decay of unmodified tRNA by TRAMP and the nuclear exosome. (*A*) Time course to detect degradation of unmodified 5′-fluor-tRNA_i_^Met^ by Exo11^Dis3/Rrp6^ in the presence of TRAMP and/or Rrp47 and/or Mpp6, or in the presence of exosomes lacking Dis3 or Rrp6 catalytic activity (two rightmost panels). RNA was detected by fluorescein fluorescence. Cartoons for the exosome and TRAMP components used in the reactions are displayed above the gel images. (*B*) Time course to detect degradation of native tRNA_i_^Met^ by TRAMP and the nuclear exosome. RNA was detected by fluorescence after staining with SYBR Gold. Gel images in *A* and *B* are representative of three independent experiments.

The results presented thus far suggest that TRAMP selectively targets the less stable unmodified tRNA for polyadenylation and degradation by nuclear RNA exosomes when Rrp6, Dis3, and at least one of the two nuclear cofactors Mpp6 and Rrp47 are present. The observation that TRAMP-mediated RNA degradation is enhanced by Mpp6 or Rrp47 is consistent with recent evidence demonstrating that each cofactor contributes to the recruitment of Mtr4 to the RNA exosome, which is required for helicase-dependent RNA decay of model double-stranded RNA substrates with single-stranded 3′ poly(A) tails (20, 21). It is noteworthy that stimulation of Rrp6 activity by Rrp47 and Mpp6 resulted in accumulation of Rrp6-dependent products with little to no 4- to 5-nt decay products of Dis3 exoribonuclease activity observed (Fig. 2*A*), suggesting that TRAMP polyadenylation may bypass or counter Rrp6 processing activities to promote Dis3-dependent RNA decay in the context of a fully assembled nuclear RNA exosome-TRAMP complex (Fig. 3*A*). Consistent with this, the smear of polyadenylated substrate is fully degraded in exosomes lacking Rrp6 activity, as evidenced by accumulation of Dis3-dependent 4- to 5-nt products, while the smear of polyadenylated substrate remains in exosomes lacking Dis3 activity (Fig. 3*A*).

### TRAMP Activities Are Required for Degradation of Unmodified tRNA.

To determine whether TRAMP polymerase and helicase activities contribute to degradation of unmodified tRNA in the context of nuclear exosomes with Mpp6 and Rrp47 (Exo13^Dis3/Rrp6/Rrp47/Mpp6^), the activities of nuclear exosomes were assessed in the absence and presence of TRAMP, TRAMP^pol−^, TRAMP^hel−^, TRAMP^pol−/hel−^, Trf4/Air1, and Mtr4 (Fig. 4*A* and *SI Appendix*, Fig. S1). Products of Rrp6 were again evident when unmodified tRNA was incubated with nuclear exosomes in the absence of TRAMP. In contrast, combining TRAMP and the nuclear exosome resulted in degradation of RNA by Dis3, as evidenced by diminished Rrp6 products and the appearance of Dis3 products (Fig. 4*A* and *SI Appendix*, Fig. S1). The addition of TRAMP^pol−^ or TRAMP^hel−^ resulted in the appearance of Rrp6 products and detectable Dis3 products, while the addition of TRAMP^pol−/hel−^ or Mtr4 resulted in degradation patterns comparable to those seen in samples lacking TRAMP (*SI Appendix*, Fig. S1).

**Fig. 4.**
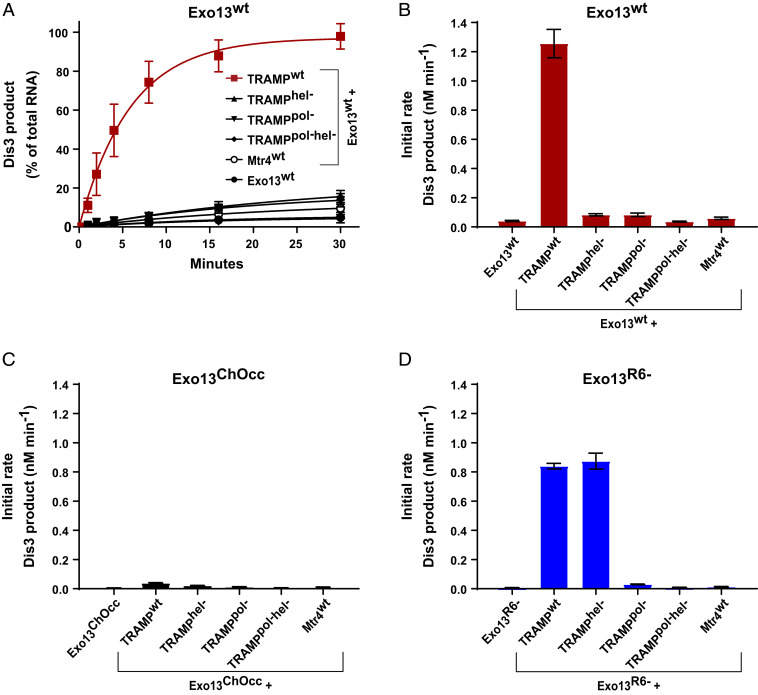
Catalytic requirements for TRAMP-exosome–dependent tRNA decay. (*A*) Graph depicting the time course of Dis3 product accumulation as a fraction of total RNA for unmodified 5′-fluor-tRNA_i_^Met^ in the presence of Exo13^Dis3/Rrp6/Rrp47/Mpp6^ (Exo13^wt^) and in the absence or presence of TRAMP, TRAMP complexes reconstituted with helicase or polymerase mutations, and Mtr4. Assays were performed in triplicate, and mean values are shown. Error bars represent ±1 SD. Representative gel images are shown in *SI Appendix*, Fig. S1. (*B*) Initial rates of Dis3 product formation derived within the linear range from the data in *A*. Mean values are shown, and error bars represent ±1 SD. (*C*) Initial rates of Dis3 product formation derived within the linear range from assays to detect degradation of 5′-fluor-tRNA_i_^Met^ with exosome complexes containing channel occlusions, Exo13^Channel^ ^Occlusion/Dis3/Rrp6/Rrp47/Mpp6^ complex (Exo13^ChOcc^), in the absence or presence of TRAMP, TRAMP complexes reconstituted with helicase or polymerase mutations, or Mtr4. Assays were performed in triplicate and mean values are shown, with error bars representing ±1 SD. Representative gel images are shown in *SI Appendix*, Fig. S3. (*D*) Initial rates of Dis3 product formation derived within the linear range from assays to detect degradation of 5′-fluor-tRNA_i_^Met^ with exosome complexes containing the Rrp6 catalytic mutant, Exo13^Dis3/Rrp6exo-/Rrp47/Mpp6^ (Exo13^R6-^), in the absence or presence of TRAMP, TRAMP complexes reconstituted with helicase or polymerase mutations, or Mtr4. Assays were performed in triplicate, and mean values are shown, with error bars representing ±1 SD. Representative gel images are shown in *SI Appendix*, Fig. S4*A*.

These effects were quantified by integrating the products of Dis3 activity to obtain initial rates (Fig. 4). Compared to Exo13^Dis3/Rrp6/Rrp47/Mpp6^ or reactions also containing inactivated TRAMP, the addition of WT TRAMP to nuclear exosomes increased Dis3 activity by at least 30-fold (Fig. 4*B*). The polymerase core of TRAMP (Trf/Air) can polyadenylate RNA substrates in vitro (25, 43). However, the addition of the Trf4/Air1 heterodimer to nuclear exosomes resulted in only a fourfold increase in Dis3 products (*SI Appendix*, Fig. S1), presumably because interactions between the RNA exosome and TRAMP are dependent on the Mtr4 protein. These data show that maximal degradation of unmodified tRNA is achieved when the polymerase and helicase activities of TRAMP are present and only in complexes that include one or more cofactors that bridge Mtr4 to the RNA exosome.

### Dis3 and the RNA Exosome Central Channel Are Required for Degradation of Unmodified tRNA.

Structural data revealed two conformations of the Dis3 enzyme in the context of the *S. cerevisiae* exosome: one in which short 3′ RNA tails bypass the central channel to directly access the Dis3 exoribonuclease active site and one in which longer 3′ tails span the through-channel route to reach the Dis3 exonuclease active site (9, 10, 12, 44–46). Despite evidence suggesting that the central channel of the noncatalytic exosome core is important for Dis3-dependent degradation in vitro and in yeast (13, 47), a direct access route to Dis3 may contribute to decay, as suggested by several studies (45, 48, 49). To first assess the importance of Dis3, Exo13^Dis3exo−/Rrp6/Rrp47/Mpp6^ was reconstituted with Dis3 D551N, a mutation that inactivates Dis3 exonuclease activity (50). Exo13^Dis3exo−/Rrp6/Rrp47/Mpp6^ was unable to degrade unmodified tRNA in the presence of TRAMP and TRAMP variants, although some Rrp6 decay products were evident when TRAMP polyadenylation activity was absent (*SI Appendix*, Fig. S2). To determine whether the exosome central channel is important, exosomes were reconstituted with a channel occlusion made with an insertion of 11 (ELGESEGESEG) amino acid residues in Rrp45, a subunit of the Exo9 PH-like ring, as characterized previously (13). Occlusion of the central channel inhibited Dis3-dependent degradation of the unmodified tRNA even in the presence of WT TRAMP (Fig. 4*C* and *SI Appendix*, Fig. S3). These observations are consistent with Mtr4-dependent translocation of the substrate through the exosome central channel. It is noteworthy that Exo13^Dis3exo−/Rrp6/Rrp47/Mpp6^ exosomes are similar to channel-occluded exosomes (Exo13^Channel^ ^Occlusion/Dis3/Rrp6/Rrp47/Mpp6^) with respect to generating fewer Rrp6-dependent decay products (cf. *SI Appendix*, Figs. S2 and S3). This result is consistent with previous findings that RNA molecules that are long enough to traverse the central channel and bind in the Dis3^exo−^ active site, occlude the channel, and inhibit Rrp6 (11–13).

### Contributions of Rrp6 and Mtr4 Helicase Activities to Decay.

We next characterized mutations within Rrp6 and the Mtr4 helicase that disrupt exoribonuclease and ATPase activities, respectively. Exonuclease-inactive Rrp6 D238N (Rrp6^exo−^) was reconstituted to form Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^ (21). This complex generated no detectable products of Rrp6 activity and was unable to degrade unmodified tRNA in the absence of TRAMP (cf. *SI Appendix*, Figs. S1 and S4*A*). Combining TRAMP with Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^ resulted in RNA species larger than the tRNA substrate prior to and coincident with the accumulation of Dis3 products (*SI Appendix*, Fig. S4*A*). While larger and presumably polyadenylated intermediates were observed, unmodified tRNA was degraded, with initial rates comparable to those of Exo13 WT (*SI Appendix*, Fig. S4*B*). These data suggest that Rrp6 activities are not required to degrade unmodified tRNA.

Next, TRAMP^pol−^ and TRAMP^hel−^ were combined with Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^ (*SI Appendix*, Fig. S4*A*). The addition of TRAMP^pol−^ diminished the rate of decay, but unmodified tRNA was readily degraded in reactions containing TRAMP^hel−^ with rates of Dis3 product accumulation comparable to rates observed for TRAMP in the presence of Exo13 WT (Fig. 4*B*) or Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^ (Fig. 4*D*). These results suggest that Mtr4 helicase activity is dispensable in the absence of Rrp6 exonuclease activity, and that helicase activity is only required to degrade this tRNA substrate when Rrp6 exoribonuclease activity is intact.

Our results highlight an interplay between the catalytic activities of TRAMP, Dis3, and Rrp6 for tRNA substrate decay in vitro. In addition, our data also illustrate that tRNA degradation by the RNA exosome can occur in the absence of helicase activity when Rrp6 exoribonuclease activity is absent.

We next assessed whether these requirements for substrate degradation by the TRAMP-nuclear exosome could be extended to other RNA species. To this end, total RNA was extracted from yeast strains containing either WT or exoribonuclease-inactive Rrp6 (Rrp6^exo−^) or lacking Rrp6 completely (*rrp6Δ*). Extracted RNA was then ribo-depleted and subjected to RNA-sequencing analysis. 

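The sequencing data comprise 6 libraries, from 2 independently selected clones of each of 3 strains. All strains lacked the chromosomal *RRP6* and *MTR4* genes and received *MTR4* from plasmids. They differed in a further plasmid, which carried WT *RRP6*, the exoribonuclease-inactive allele or no insert. The authors aligned the paired reads to the yeast genome, counted those falling on each annotated gene, and divided the counts of each library by 1 DESeq size factor. The deposited values are these scaled counts for 6277 genes. Every value was a whole multiple of the smallest step in its library, so the read counts could be recovered. Reads on the listed genes came to 39501874 and 39235823 in the WT libraries (replicates 1 and 2), 35992809 and 37427111 in Rrp6 exo-, and 34188755 and 38707137 in *rrp6Δ*. The paper states an average of 61 M paired reads generated per sample, whereas the values used here cover only reads counted on genes. Fold changes were computed on log2(scaled count + 1) and tested with limma over all 6 libraries, with Benjamini-Hochberg adjustment within each comparison of 2 strains. The pseudocount of 1 understates the change of genes with few reads. With 2 clones per strain, the spread of 1 gene is poorly known from its own values, and limma borrows it from genes of similar abundance. *RRP6* itself (YOR001W, chromosome XV, 326832 to 329033 in R64) was counted at 20564 ± 1501 scaled counts in WT and 19856 ± 1864 in Rrp6 exo- (SD, n = 2 each). In *rrp6Δ* it was at 6.25 ± 2.95 scaled counts (SD, n = 2), from 4 and 9 reads. Its log2 fold change was -11.53 between *rrp6Δ* and WT (standard error 0.28, limma adjusted p = 0.00013) and -0.05 between Rrp6 exo- and WT (adjusted p = 0.95), and the sign of the second changed without Rrp6 exo- replicate 1 (0.044). *MTR4* did not differ between the mutants and WT beyond the replicate spread (limma adjusted p = 0.996 in *rrp6Δ* and 0.55 in Rrp6 exo-).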

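Of the 6277 genes tested with limma, 11 differed between *rrp6Δ* and WT at an adjusted p under 0.05, with 7 higher and 4 lower in *rrp6Δ*. Between Rrp6 exo- and WT, 7 genes differed, of which 4 were higher and 3 lower. Only *RRP6* differed between *rrp6Δ* and Rrp6 exo-. At an unadjusted p under 0.05 the comparisons gave 1044, 1069 and 343 genes, in the same order. The 2 libraries of *rrp6Δ* did not overlap the 2 of WT in 3138 genes (50.0%), those of Rrp6 exo- did not overlap WT in 2838 genes (45.2%), and the mutants did not overlap each other in 2084 genes (33.2%). Chance gives 33.3% for libraries that are not paired, and less where same-numbered libraries deviate together, so these shares have no exact chance level here. Against WT, the number of genes called moved most when the replicate number was added as a block. Between the mutants it moved most under DESeq2, which called 49 genes. With the block, 720 genes differed between *rrp6Δ* and WT (341 higher, 379 lower), 800 between Rrp6 exo- and WT (358 higher, 442 lower), and 2 between the mutants, *RRP6* and the mitochondrial gene *ATP6*. Leaving out either Rrp6 exo- library from the fit without the block reduced the *rrp6Δ* calls to 1, and leaving out either *rrp6Δ* library reduced the Rrp6 exo- calls to 3. Both coding and noncoding genes were among the blocked calls. Of 5730 protein-coding genes, 262 were higher and 372 lower in *rrp6Δ*, and 278 higher and 430 lower in Rrp6 exo-. Of 60 snoRNA genes, 20 were higher and 7 lower in *rrp6Δ*, and 11 higher and 11 lower in Rrp6 exo-. The genes that passed as lower in the limma fit without the block in Rrp6 exo- also passed as lower in *rrp6Δ*, where *RRP6* passed as well. Some other genes fell by more than *GYP5* and *YNL040W* but did not pass that fit. *HFM1* (YGL251C) went from 826 ± 195 scaled counts in WT to 62.2 ± 0.11 in Rrp6 exo- and 61.6 ± 8.61 in *rrp6Δ* (SD, n = 2 each), with log2 fold changes of -3.69 (standard error 0.23, limma adjusted p = 0.032) and -3.71 (standard error 0.23, adjusted p = 0.012). *GYP5* (YPL249C) fell by 2.19 on the log2 scale in Rrp6 exo- (limma adjusted p = 0.040) and by 2.35 in *rrp6Δ* (adjusted p = 0.023). *YNL040W* fell by 1.44 in Rrp6 exo- (limma adjusted p = 0.040) and by 1.47 in *rrp6Δ* (adjusted p = 0.023). When either Rrp6 exo- library was left out, the 1 gene that passed in *rrp6Δ* was *RRP6*, so the *rrp6Δ* calls of *HFM1*, *GYP5* (limma adjusted p of 0.076 to 0.079) and *YNL040W* were lost. With all libraries and the replicate block these calls held (limma adjusted p of 0.00017, 0.00017 and 0.00053). The Rrp6 exo- call of *YNL040W* was lost when either *rrp6Δ* library was left out (limma adjusted p of 0.094 and 0.088). Across genes, which are not independent replicates, the changes of both mutants against WT had a Pearson r of 0.72. Unchanged strains simulated 100 times against the same WT libraries gave a median r of 0.50 and at most 0.56. Changes computed with no library in common had r of 0.46 and 0.53.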

The sequencing data identified coding and noncoding RNA transcripts that were differentially expressed in the three strains. 

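Box C/D and box H/ACA snoRNAs are the main classes of small nucleolar RNA, named for their conserved sequence elements. The scaled counts cover 31 genes of a C/D box list and 29 of an H/ACA box list drawn up before the data were examined. The C/D box genes had a median log2 fold change of 1.33 between *rrp6Δ* and WT (quartiles 0.07 and 2.41). Of these 31 genes, 24 rose and 19 rose at least 2-fold. The median was 0.80 between the libraries of replicate 1 and 1.58 between those of replicate 2. It was 1.10 when 6 genes with at most 3 reads in each library of a strain were set to the bound that 3 reads give. Between Rrp6 exo- and WT the median of the C/D box genes was 0.002 (quartiles -0.39 and 1.32). In that comparison 16 genes rose, 10 of them at least 2-fold, and the median reached 0.31 without WT replicate 2. Between *rrp6Δ* and Rrp6 exo- it was 0.46, and 0.15 without *rrp6Δ* replicate 2. The H/ACA box genes had medians of -0.03, -0.24 and 0.24 in the same comparisons. The first of these changed sign when the libraries were rescaled to the same total (0.13) or to the upper quartile of protein-coding genes (0.019). Rescaling to the same total put the median of all genes at 0.16 between *rrp6Δ* and WT, against 0.0053 before. The last H/ACA median was 0.007 without Rrp6 exo- replicate 1.

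With limma's camera test and its preset correlation between genes of 0.01, adjusted over these 6 tests, the C/D box genes ranked above other genes in *rrp6Δ* against WT (adjusted p = 4.69e-07) and against Rrp6 exo- (adjusted p = 8.45e-08), but not in Rrp6 exo- against WT (adjusted p = 0.077). The H/ACA box genes ranked lower in Rrp6 exo- than in WT (camera adjusted p = 0.023) and higher in *rrp6Δ* than in Rrp6 exo- (adjusted p = 8.85e-06), and as a set did not rank above or below other genes between *rrp6Δ* and WT (adjusted p = 0.67). Single H/ACA box genes changed in both directions there. Of the 29, 14 passed in *rrp6Δ* against WT with the replicate block, 8 higher and 6 lower, and without it 0 passed over all genes and 9 when adjusted over the list alone. None of the calls of a set held under fry (lowest adjusted p = 0.22, and 0.088 with the replicate block). Nor did any hold when camera estimated the correlation from the libraries (lowest adjusted p = 0.37, and 0.25 with the block). Among the 31 C/D box genes, 2 passed in *rrp6Δ* with adjustment over all genes and 14 when adjusted over the list alone. With the replicate block these numbers were 13 and 18. In Rrp6 exo-, 1 passed over all genes and 9 when adjusted over the list alone, and 11 and 12 with the block. Of those that passed over all genes with the block, 12 of 13 were higher in *rrp6Δ* and 7 of 11 in Rrp6 exo-. Between *rrp6Δ* and Rrp6 exo-, 0 passed over all genes and 0 over the list alone, and 0 and 9 with the block.

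**Figure D1:**
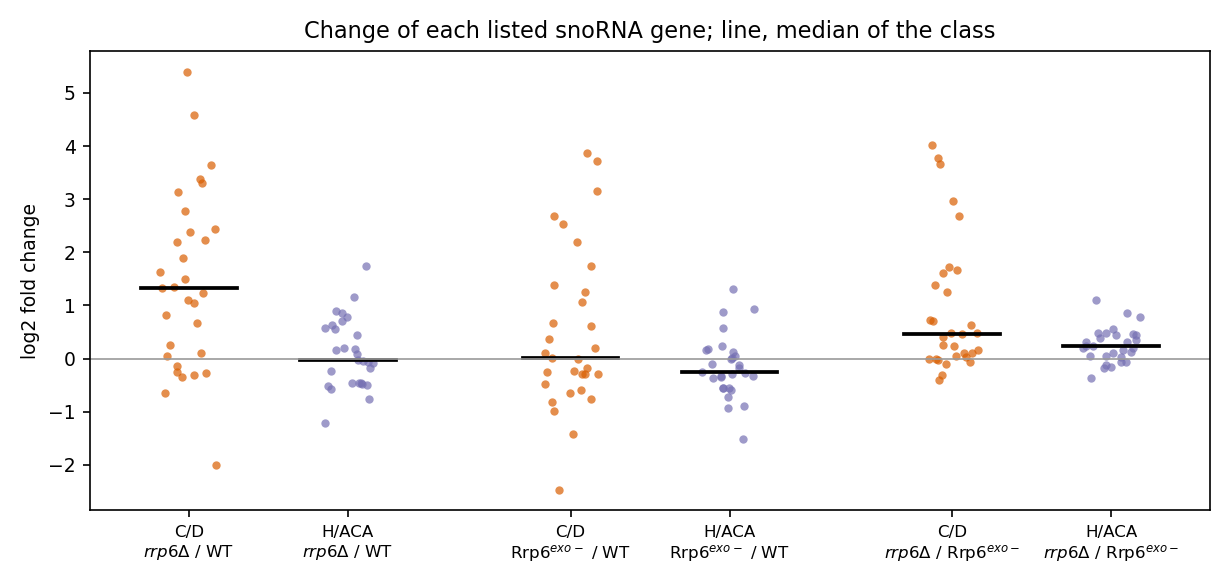
log2 fold change of each C/D box (31) and H/ACA box (29) snoRNA gene in the 3 comparisons of strains. Each point is 1 gene and each horizontal line is the median of its class, which is highest for the C/D box genes between *rrp6Δ* and WT (1.33). The classes also differ in gene length.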

Rrp6 and its 3′ to 5′ exonuclease activity were shown to contribute to quality control and processing of various types of nuclear RNAs (6, 51–53), and our sequencing analysis further confirms that Rrp6 contributes to this process.

Similar to in vitro data with tRNA, four representative C/D box snoRNAs—*SNR67*, *SNR77*, *SNR47*, and *SNR55*—were either less abundant or not observed in strains with WT or exonuclease-inactive Rrp6 (Fig. 5) but were more abundant in the *rrp6Δ* strain, suggesting that their levels are dependent on Rrp6 protein but not its exoribonuclease activity. 

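*SNR67* was counted at 32.4 and 146.6 scaled counts in WT, 43.7 and 37.4 in Rrp6 exo-, and 179.2 and 576.9 in *rrp6Δ* (replicates 1 and 2). Its log2 fold change was 2.20 between *rrp6Δ* and WT (standard error 0.82, limma adjusted p = 0.27) and 2.96 between *rrp6Δ* and Rrp6 exo- (standard error 0.82, adjusted p = 0.88). *SNR77* rested on 4 and 42 reads in WT and on 49 and 29 reads in Rrp6 exo-, against 340 and 1194 reads in *rrp6Δ*. Its log2 fold change was 5.40 between *rrp6Δ* and WT (standard error 1.09, limma adjusted p = 0.14) and 4.01 between *rrp6Δ* and Rrp6 exo- (standard error 1.09, adjusted p = 0.88). *SNR55* was at 194.5 ± 29.3 scaled counts in WT, 174.3 ± 39.3 in Rrp6 exo- and 574.5 ± 237.8 in *rrp6Δ* (SD, n = 2 each). It rose by 1.501 on the log2 scale against WT (standard error 0.33, limma adjusted p = 0.15) and by 1.67 against Rrp6 exo- (standard error 0.33, adjusted p = 0.88). The rise in *rrp6Δ* over WT ran from 1.13 to 3.27 for *SNR67* with each library left out in turn. It ran from 3.81 to 6.99 for *SNR77* and from 1.07 to 1.94 for *SNR55*. For these 3 genes both *rrp6Δ* libraries lay above all 4 others. *SNR47* had 23.6 ± 8.34 scaled counts in WT, 108.4 ± 0.54 in Rrp6 exo- and 90.3 ± 33.4 in *rrp6Δ* (SD, n = 2 each). Its log2 fold change against WT was 2.20 in Rrp6 exo- (standard error 0.37, limma adjusted p = 0.087) and 1.89 in *rrp6Δ* (standard error 0.37, adjusted p = 0.14). Between *rrp6Δ* and Rrp6 exo- it was -0.31 (limma adjusted p = 0.97), and 0.071 without *rrp6Δ* replicate 1.

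In limma without the replicate block, none of the 4 genes passed an adjusted p under 0.05 in these comparisons. DESeq2, also without the block, called *SNR77* (adjusted p = 0.0039), *SNR47* (0.0029) and *SNR55* (0.0012) higher in *rrp6Δ* than in WT, but not *SNR67* (0.080), and called *SNR47* higher in Rrp6 exo- than in WT (0.00038). With the block, limma called all 4 higher in *rrp6Δ* than in WT, at adjusted p of 0.034 for *SNR67*, 0.0089 for *SNR77*, 0.021 for *SNR47* and 0.021 for *SNR55*. It also called *SNR47* higher in Rrp6 exo- than in WT (adjusted p = 0.012), and none of the others (adjusted p of 0.32, 0.23 and 0.71 for *SNR67*, *SNR77* and *SNR55*). The difference between *rrp6Δ* and Rrp6 exo- did not pass with the block (limma adjusted p of 0.11 for *SNR67*, *SNR77* and *SNR55*). DESeq2 called this difference for *SNR67* (adjusted p = 0.014) and *SNR55* (adjusted p = 0.0019), and over the alternatives that were not the removal of a library the adjusted p ran from 0.014 to 0.998 and from 0.0019 to 0.998. The median log2 fold change of the 4 genes was 2.04 between *rrp6Δ* and WT, and from 1.43 to 2.65 with each library left out in turn. Between Rrp6 exo- and WT it was 0.61, from -0.26 without WT replicate 1 to 1.08 without WT replicate 2. Between *rrp6Δ* and Rrp6 exo- it was 2.32, from 1.68 to 2.95. From the higher abundance in *rrp6Δ* than in the other strains, the paper proposes that the levels of these snoRNAs depend on the Rrp6 protein and not on its exoribonuclease activity.

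**Figure D2:**
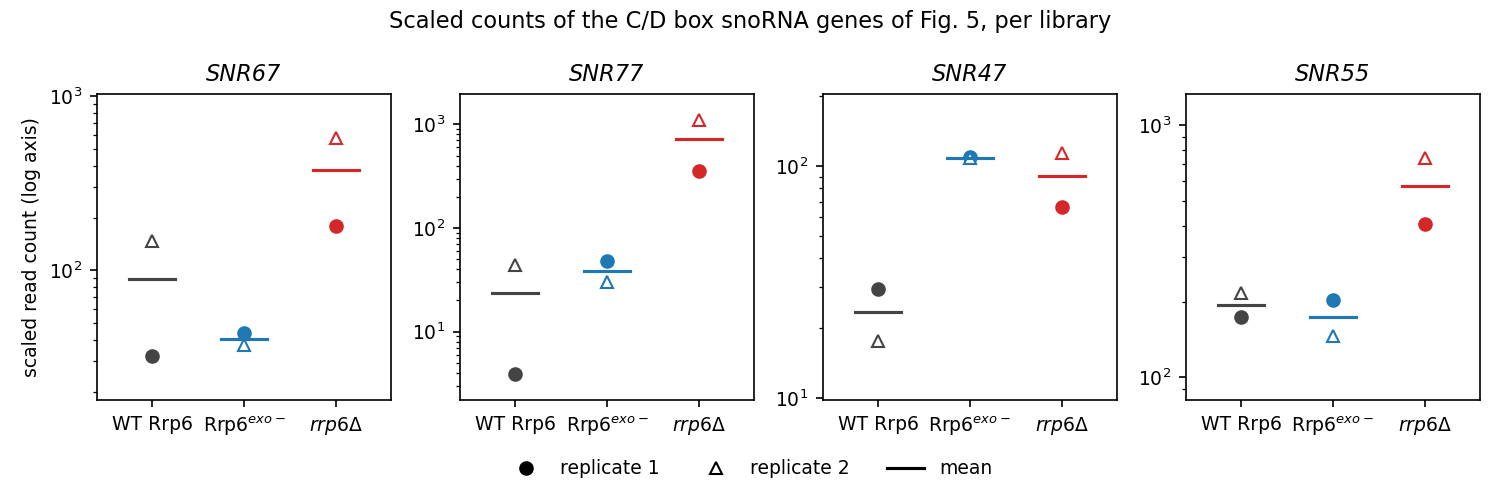
Scaled read counts (log axis) of *SNR67*, *SNR77*, *SNR47* and *SNR55* in the 2 libraries of each strain, with the mean as a line. Both *rrp6Δ* libraries lie above the rest for *SNR67*, *SNR77* and *SNR55*, whereas *SNR47* has means of 108.4 in Rrp6 exo- and 90.3 in *rrp6Δ*.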

While localization of exosomes might differ in the absence of Rrp6 protein, a recent study showed that depletion of Rrp6 did not alter nuclear transport or subcellular localization of Dis3 or other core exosome subunits (54). These results are also consistent with prior studies in which a catalytically inactive Rrp6 reduced the accumulation of poly(A)^+^ RNAs when expressed in *rrp6Δ* yeast strains (55). In contrast, some RNAs (represented by *SNR13* and *SNR73* in *SI Appendix*, Fig. S5*A*) were observed at low abundance in WT strains but not in strains with exoribonuclease-inactive Rrp6 or *rrp6Δ*, suggesting that these RNAs are dependent on the Rrp6 protein and its catalytic activity. 

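*SNR13* (chromosome IV, 1402919 to 1403042, plus strand) was counted at 25695 ± 4218 scaled counts in WT, 61131 ± 4722 in Rrp6 exo- and 65689 ± 9192 in *rrp6Δ* (SD, n = 2 each). Both libraries of each mutant lay above both WT libraries. The log2 fold change was 1.26 in Rrp6 exo- (standard error 0.16, limma adjusted p = 0.056) and 1.36 in *rrp6Δ* (standard error 0.16, adjusted p = 0.057). With the replicate block both passed the threshold (limma adjusted p = 0.00081 and 0.00053), as they did without it under DESeq2 (adjusted p = 2.47e-10 and 3.99e-12) and in limma with both rescalings (0.022 to 0.046), and over the alternatives that were not the removal of a library the adjusted p reached 0.15 in Rrp6 exo- and 0.13 in *rrp6Δ*. *SNR73* (chromosome XIII, 298307 to 298412, plus strand) rose from 448 ± 16.3 scaled counts in WT to 3996 ± 163 in Rrp6 exo- and 5767 ± 2031 in *rrp6Δ* (SD, n = 2 each). This was a log2 fold change of 3.15 in Rrp6 exo- (standard error 0.23, limma adjusted p = 0.040) and 3.64 in *rrp6Δ* (standard error 0.23, adjusted p = 0.012). With each library left out in turn, the log2 fold change of *SNR73* stayed between 3.11 and 3.19 in Rrp6 exo- and between 3.27 and 4.00 in *rrp6Δ*. Its *rrp6Δ* call was lost without either Rrp6 exo- library (limma adjusted p of 0.078 and 0.076) and with only the 4 libraries compared (0.076). That call held with the replicate block (limma adjusted p = 0.00017) and under DESeq2 (adjusted p = 5.02e-44). The mutants did not differ from each other in *SNR13* (log2 fold change 0.10, and -0.044 without *rrp6Δ* replicate 2, limma adjusted p = 0.99) or *SNR73* (0.48, adjusted p = 0.88).

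**Figure D3:**
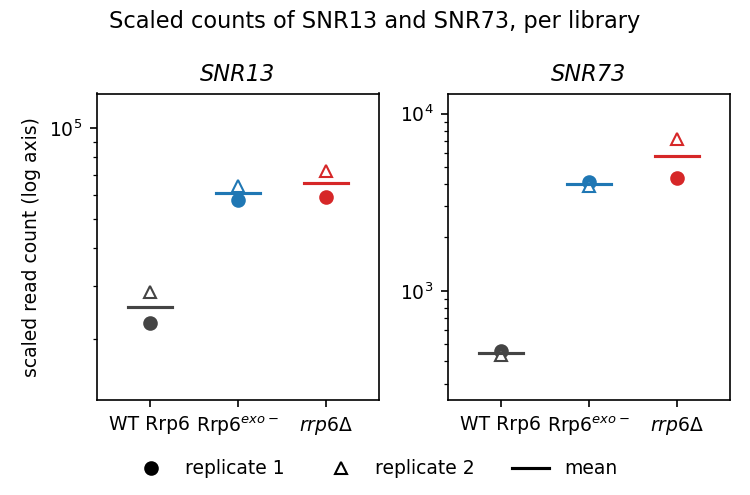
Scaled read counts (log axis) of *SNR13* and *SNR73* in the 2 libraries of each strain, with the mean as a line. Both genes are higher in all 4 mutant libraries than in the 2 WT libraries.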

Consistent with our observations, *SNR13* was previously reported to accumulate in cells lacking Rrp6 (39). 

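*SNR69* (chromosome XI, 364776 to 364876, plus strand) was counted at 917 ± 150 scaled counts in WT, 164 ± 2.87 in Rrp6 exo- and 237 ± 99.5 in *rrp6Δ* (SD, n = 2 each), over the annotated gene only. The log2 fold change was -2.47 in Rrp6 exo- (standard error 0.31, limma adjusted p = 0.056) and -2.003 in *rrp6Δ* (standard error 0.31, adjusted p = 0.10). *COS4* (YFL062W, chromosome VI, 6426 to 7565, plus strand) had 101.4 ± 18.4 scaled counts in WT, 300.3 ± 67.5 in Rrp6 exo- and 241.4 ± 4.88 in *rrp6Δ* (SD, n = 2 each), a log2 fold change of 1.55 (standard error 0.23, limma adjusted p = 0.071) and 1.26 (standard error 0.23, adjusted p = 0.13). The *COS4* value is uncertain, because 8 other annotated genes share 82.4% to 95.8% of their sequence with it over at least 50% of its length. Neither gene passed in this limma fit, which has no replicate block. With each library rescaled to the same total, both passed in Rrp6 exo- (limma adjusted p = 0.048 each) and neither in *rrp6Δ* (0.095 and 0.085). DESeq2, also without the block, called both genes in Rrp6 exo- (adjusted p = 6.44e-11 for *SNR69* and 5.33e-06 for *COS4*) and in *rrp6Δ* (8.41e-07 and 0.00073). With the block, both passed in Rrp6 exo- (limma adjusted p = 0.0013 for *SNR69* and 0.0036 for *COS4*) and in *rrp6Δ* (adjusted p = 0.0038 and 0.0095). Over the alternatives that were not the removal of a library the adjusted p reached 0.087 and 0.21 in Rrp6 exo-, and 0.14 and 0.15 in *rrp6Δ*. With each library left out in turn, *SNR69* stayed between -2.63 and -2.30 in Rrp6 exo- and between -2.44 and -1.56 in *rrp6Δ*, and *COS4* between 1.32 and 1.78 and between 1.07 and 1.44. The mutants did not differ from each other in *SNR69* (log2 fold change 0.46, limma adjusted p = 0.90) or *COS4* (-0.30, adjusted p = 0.92). Counts per gene do not resolve reads beyond the annotated 3′ end, so 3′ extensions were not analysed here.

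**Figure D4:**
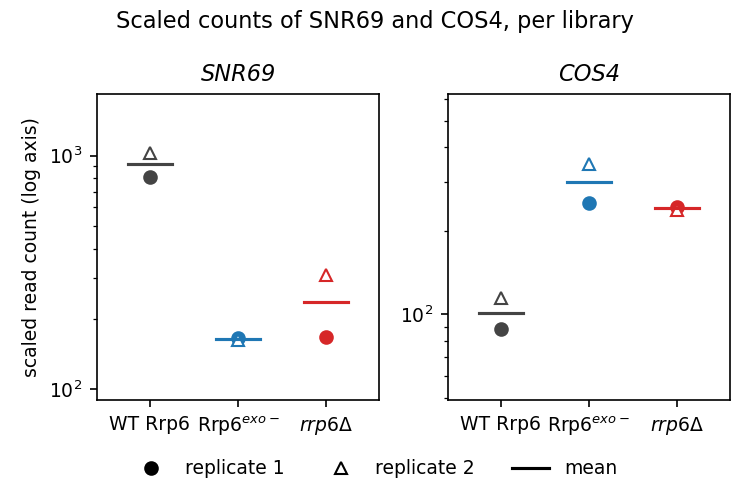
Scaled read counts (log axis) of *SNR69* and *COS4* in the 2 libraries of each strain, with the mean as a line. *SNR69* is lower and *COS4* higher in all 4 mutant libraries than in the 2 WT libraries.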

Other RNAs, as represented by *SNR69* and *COS4* (*SI Appendix*, Fig. S5*B*), remain at similar levels in all three strains, although 3′ extensions are apparent for *SNR69* in strains lacking Rrp6 protein or its catalytic activity, indicating that some substrates may be dependent on Rrp6 for processing but not for degradation.

**Fig. 5.**
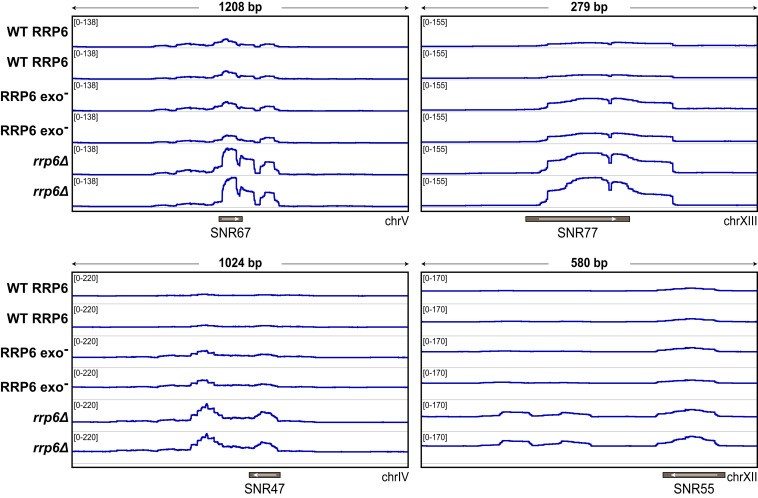
Comparison of RNA abundance between Rrp6 and Rrp6 variants. Integrative Genomics Viewer browser tracks of snoRNA genes *SNR67*, *SNR77*, *SNR47*, and *SNR55* of RNA sequencing data derived from yeast strains with WT Rrp6, exoribonuclease-inactive (Rrp6^exo−^), or Rrp6 knockout (*rrp6Δ*), showing that transcript abundance is lower in WT and Rrp6^exo−^ but not in *rrp6Δ*. Data are derived from two independent biological replicates. The *y*-axis represents normalized reads in reads per kilobase of transcript per million (RPKM).

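The 4 snoRNA genes lie outside protein-coding genes, and none overlaps another annotated gene in R64, the assembly to which the reads were aligned as sacCer3. *SNR67* is on chromosome V from 61352 to 61433, plus strand, followed at 61699 by *SNR53*, which was not analysed here. Its sequence is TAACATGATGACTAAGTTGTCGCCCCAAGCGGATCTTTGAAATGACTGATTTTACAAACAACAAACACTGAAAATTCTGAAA. *SNR77* is on chromosome XIII from 297506 to 297593, plus strand, with the sequence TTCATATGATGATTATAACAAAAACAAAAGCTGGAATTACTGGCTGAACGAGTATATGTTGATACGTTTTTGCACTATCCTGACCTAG. It is 1 of 7 snoRNA genes that follow each other on this strand from *SNR78* (start 297278) to *SNR72* (end 298651). *SNR47* is on chromosome IV from 541602 to 541700, minus strand, with the sequence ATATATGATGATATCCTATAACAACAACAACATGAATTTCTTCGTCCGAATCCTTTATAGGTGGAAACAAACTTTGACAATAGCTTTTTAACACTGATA. The next gene downstream on that strand is *YDR042C*, which ends at 541203, 398 bp away. *SNR55* is on chromosome XII from 794697 to 794794, minus strand, between *SNR57* (794937 to 795024) and *SNR61* (794486 to 794575) on the same strand. Its sequence is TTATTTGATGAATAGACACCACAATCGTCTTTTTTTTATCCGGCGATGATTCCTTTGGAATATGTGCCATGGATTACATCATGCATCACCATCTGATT. In the cluster on chromosome XIII, 2 further genes besides *SNR77* and *SNR73* were listed with counts. *SNR72* had 30.3 ± 0.21 scaled counts in WT, 105.0 ± 19.2 in Rrp6 exo- and 287.6 ± 122.3 in *rrp6Δ* (SD, n = 2 each), a log2 fold change of 1.75 in Rrp6 exo- (limma adjusted p = 0.12, 0.015 with the replicate block and 0.0023 in DESeq2) and 3.14 in *rrp6Δ* (adjusted p = 0.055, 0.0026 with the block and 1.05e-10 in DESeq2). *SNR76* had 6.53 ± 1.88, 14.6 ± 1.40 and 14.5 ± 4.34 scaled counts in WT, Rrp6 exo- and *rrp6Δ*, and neither mutant differed from WT past the threshold with or without the block (limma adjusted p of 0.14 to 0.27).

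**Figure D5:**
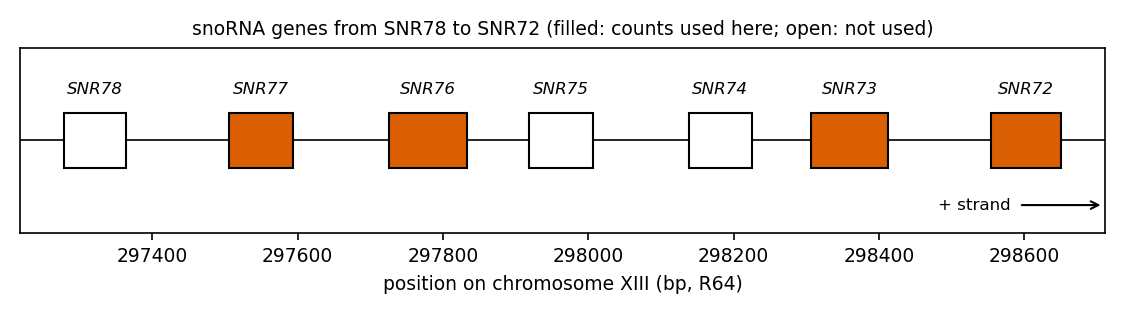
Map of the snoRNA genes from *SNR78* to *SNR72* on the plus strand of chromosome XIII, drawn to scale in bp of R64. Filled boxes are the genes with counts used here and open boxes were not used; *SNR77* starts at 297506 and *SNR73* at 298307.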

### Rrp6 Exoribonuclease Activity Protects Native tRNA from Decay.

Since Mtr4 helicase and Rrp6 exoribonuclease activities are dispensable for Dis3-dependent decay of unmodified tRNA, we next assessed whether these activities play a role in discriminating between unmodified and deacylated fully modified native tRNA_i_^Met^ in assays that analyzed substrate stability by measuring the exponential decay of substrate. For native tRNA_i_^Met^ decay, nonlinear regression analysis was performed (*Methods*) using a double-exponential model of decay (*SI Appendix*, Figs. S6 *B* and *D* and S7 and Table S1). However, for degradation of unmodified tRNA_i_^Met^, a single exponential decay equation was sufficient to fit data with one exception, as noted below (*SI Appendix*, Figs. S6 *C* and *E* and S7 and Table S1). Unless noted otherwise, we discuss the dominant rate obtained from data analyzed with a two-phase equation if that rate accounts for >75% of the substrate consumed. We do not report numerical values of substrate half-life in reactions in which the substrate remained stable throughout the time course of our assay.

Native tRNA_i_^Met^ remained stable when incubated with Exo13^Dis3/Rrp6/Rrp47/Mpp6^ (Fig. 6*A* and *SI Appendix*, Fig. S6*A*). Conversely, unmodified tRNA was degraded in two phases via an Rrp6-mediated process, as no Dis3 products were detected (Fig. 6*B* and *SI Appendix*, Fig. S1). The faster phase had a half-life of 0.86 min and accounted for 64% of the substrate, and the remainder was degraded with a half-life of 12 min (*SI Appendix*, Fig. S6 *C* and *E*). Both native and unmodified tRNA remained stable in the presence of Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^, which lacked Rrp6 catalytic activity (Fig. 6 *A* and *B* and *SI Appendix*, Fig. S6 *D* and *C*).

**Fig. 6.**
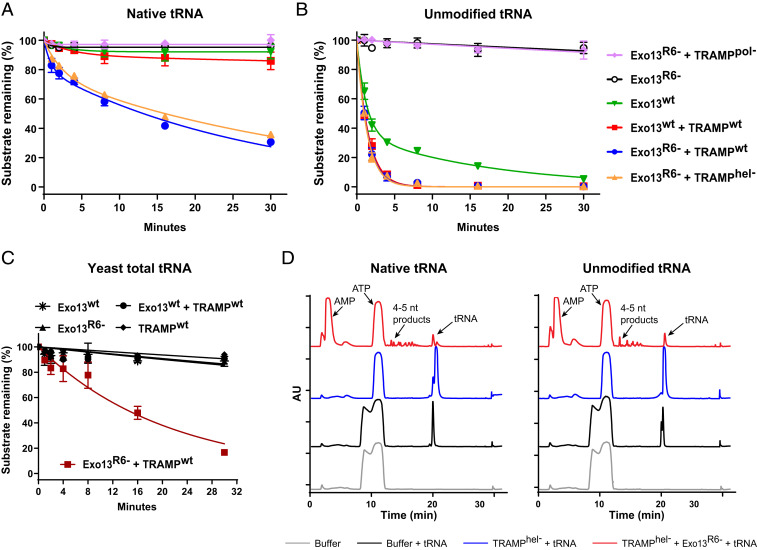
Catalytically inactive Rrp6 activates the exosome for tRNA decay. The graphs depict substrate remaining from a time course for degradation of native deacylated tRNA_i_^Met^ (*A*) or unmodified 5′-fluor-tRNA_i_^Met^ (*B*) by the indicated nuclear exosome and TRAMP complexes with or without mutations that disrupt Rrp6 exoribonuclease or Mtr4 helicase activities. Assays were performed in triplicate, and mean values shown, with error bars representing ±1 SD. Representative gel images for native tRNA_i_^Met^ are shown in *SI Appendix*, Fig. S6*A*. Gel images for degradation of unmodified 5′-fluor-tRNA_i_^Met^ with Exo13^wt^ or Exo13^R6−^ are shown in *SI Appendix*, Figs. S1 and S4*A*, respectively. (*C*) Graphs depicting substrate remaining for degradation of tRNA extracted from yeast by indicated exosome and TRAMP complexes with or without mutations that disrupt Rrp6 exoribonuclease activity. Assays were performed in triplicate, and mean values are shown, with error bars representing ±1 SD. Data were fit to a one-phase decay model (*Methods*). Representative gel images are shown in *SI Appendix*, Fig. S8*B*. (*D*) HPLC analysis of Dis3-dependent degradation products. Reactions contained either deacylated native tRNA_i_^Met^ or unmodified tRNA_i_^Met^ with buffer (black trace), TRAMP^hel−^ (blue trace), or TRAMP^hel−^ with Exo13^Dis3/Rrp6exo-/Rrp47/Mpp6^ (Exo13^R6−^) (red trace). Absorbance was monitored at 260 nm for detection of nucleotides that included 4- to 5-nt RNA decay products. A buffer-only trace at 260 nm is shown as a reference (gray).

We next measured the stability of native tRNA in the presence of TRAMP and Exo13^Dis3/Rrp6/Rrp47/Mpp6^. While native tRNA remained stable (Fig. 6*A* and *SI Appendix*, Fig. S6 *A* and *D*), unmodified tRNA was degraded, with a measured half-life of 1.0 min (Fig. 6*B* and *SI Appendix*, Fig. S6*C*). Disappearance of the unmodified tRNA coincided with accumulation of Dis3 products, suggesting that degradation was dependent on Dis3 exoribonuclease activity (*SI Appendix*, Fig. S1). Consistent with prior results using unmodified tRNA, native tRNA was destabilized and readily degraded (half-life of 19 min; *SI Appendix*, Fig. S6*D*) when incubated with TRAMP and exosomes that lacked Rrp6 exoribonuclease activity (Fig. 6 *A* and *B* and *SI Appendix*, Figs. S6*A* and S4*A*). Furthermore, helicase activity was dispensable for degradation of native tRNA when Rrp6 activity was absent (half-life of 26 min; *SI Appendix*, Fig. S6*D*). Degradation of unmodified tRNA by exosomes deficient in Rrp6 activity was also independent of helicase activity, with RNA half-lives of <1 min observed in the presence or absence of helicase activity (Fig. 6*B* and *SI Appendix*, Fig. S6*C*). In contrast, TRAMP polymerase activity was required to degrade either substrate by Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^ (Fig. 6 *A* and *B* and *SI Appendix*, Figs. S4*A* and S6*A*). To confirm that degradation of native tRNA was catalyzed by Dis3, ion-pair reverse-phase high-performance liquid chromatography (HPLC) (Fig. 6*D*) was used to detect decay products characteristic of Dis3 catalytic activity for both native and unmodified tRNA, as described previously (12).

Data thus far suggest a model wherein TRAMP-mediated decay of native tRNA is inhibited by Rrp6 exoribonuclease activity. To extend these results, RNA was isolated from budding yeast and further purified to yield total tRNA and other small ribosomal RNA species, like mature 5.8S and 5S (*SI Appendix*, Fig. S8*A*). These RNAs were incubated in the presence of recombinant TRAMP and the nuclear exosome (Exo13^Dis3/Rrp6/Rrp47/Mpp6^) or TRAMP and exosomes that lacked Rrp6 activity (Exo13^Dis3/Rrp6exo−/Rrp47/Mpp6^) (*SI Appendix*, Fig. S8*B*). TRAMP and the nuclear exosome participate in the surveillance, processing, and modification of a variety of rRNAs (26, 32, 34, 56–59), including maturation of the large ribosomal subunit 5.8S rRNA by 3′ end processing of its larger precursor 5.8S+30 (60–63). Extracted mature 5.8S rRNA (∼160 nt) includes an unstructured 3′ end of 21 nt (64) that was presumably trimmed by Rrp6 to an intermediate 5.8S(i) (∼140 nt) in the presence of WT Exo13^Dis3/Rrp6/Rrp47/Mpp6^, because this activity was not observed in exosomes lacking Rrp6 ribonuclease activity. In the presence of TRAMP, however, both 5S (∼120 nt) and 5.8S rRNAs were targeted for polyadenylation and Dis3-dependent degradation by the nuclear RNA exosome, as loss of these RNAs was independent of Rrp6 activity (*SI Appendix*, Fig. S8*B*). When the stability of the total tRNA pool was assessed, similar to results observed using native tRNA_i_^Met^, the total tRNA pool remained stable in the presence of WT TRAMP and the nuclear exosome but was destabilized and degraded in the absence of Rrp6 exoribonuclease activity (half-life of 14.3 ± 1.1 min; Fig. 6*C*).

## Discussion

Quality control pathways discriminate between molecules to selectively target aberrant substrates for degradation. Previous studies have illuminated the importance of TRAMP and the RNA exosome in nuclear RNA quality control (24–26, 29, 32–34, 36, 39, 65–68). Our study supports a model for substrate discrimination and RNA quality control that relies on each of the catalytic activities of TRAMP and the nuclear exosome to selectively degrade less stable substrates while protecting more stable species from degradation (Fig. 7).

**Fig. 7.**
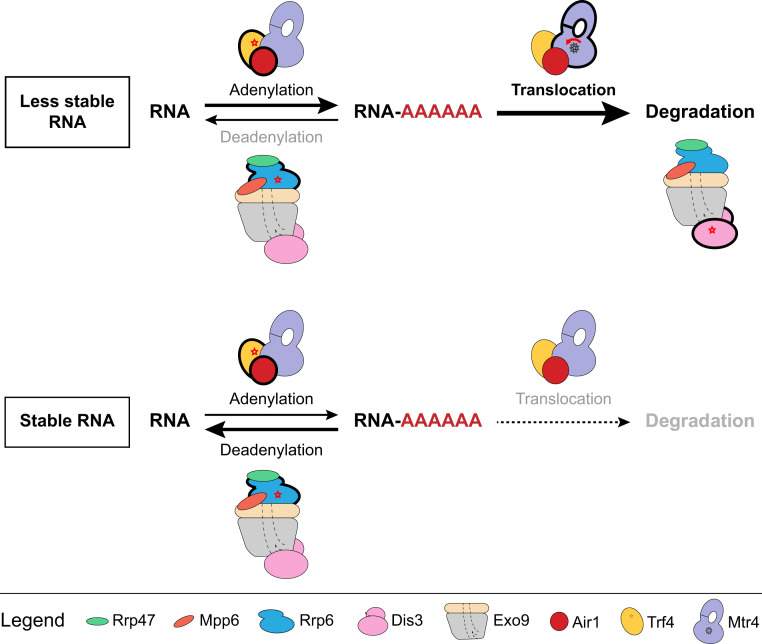
Model for selectivity and specificity in the degradation of unstable or stable RNA. RNA adenylation outpaces Rrp6 deadenylation to enable capture, translocation, and degradation of less stable RNA. In contrast, Rrp6 deadenylation activities protect stable RNA species from helicase-dependent degradation by the RNA exosome.

Our in vitro data suggest that polyadenylation is required for TRAMP-mediated Dis3-dependent decay of unmodified tRNA by the nuclear RNA exosome. This result is similar to that reported by prior studies that identified in vivo requirements for degradation of hypomethylated tRNA_i_^Met^ (25, 34), but it differs somewhat from work indicating that Trf4 polymerase activity is dispensable for exosome-dependent decay (24, 29). Importantly, TRAMP-mediated decay in the context of WT nuclear exosomes also depends on TRAMP helicase activity, a result consistent with work showing that polyadenylated RNA species accumulate in cells depleted of Mtr4 (69). We found that TRAMP-mediated RNA decay was reduced in the absence of exosome cofactors Mpp6 and Rrp47, in agreement with findings that the Mtr4 helicase is recruited to the nuclear exosome via interactions with Rrp47 and/or Mpp6 (18–23).

The experiments presented here suggest that each catalytic activity of TRAMP and the nuclear RNA exosome is required to selectively degrade unmodified tRNA while leaving native tRNA intact (Fig. 7). These activities include polyadenylation by Trf4, translocation by Mtr4, deadenylation by Rrp6, and degradation by Dis3. Consistent with this, a nuclear exosome lacking Dis3 and Rrp6 exoribonuclease activities failed to degrade unmodified tRNA (*SI Appendix*, Fig. S9). While Rrp6 inactivation had little impact on the overall rate of decay for unmodified RNA, inactivation of Rrp6 destabilized native tRNA. This suggests that Rrp6 deadenylation activities may protect native tRNAs and other RNAs from TRAMP-mediated decay. Along these lines, Rrp6 was recently shown to discriminate against CCA 3′ termini, thereby preventing unwanted degradation of the native tRNA pool (70). It is noteworthy that similar mechanisms appear operative in *Escherichia coli*, as RNase II was reported to rapidly degrade 3′-poly(A) tails of some RNAs, thereby shielding them from digestion by other exonucleases (71).

Our in vitro data reveal that Mtr4 translocation and/or helicase activity competes with Rrp6-mediated trimming to protect stable RNA species while targeting less stable RNAs for degradation. Consistent with this, substrate discrimination between stable and less stable RNA species is reduced on Rrp6 inactivation in a process that no longer requires Mtr4 helicase activity. As native tRNA becomes unstable in the presence of exosomes without Rrp6 ribonuclease activity, it is tempting to speculate a kinetic proofreading function for Rrp6 wherein natively folded RNAs are protected from spurious polyadenylation by Rrp6-mediated deadenylation before these RNAs can be captured by Mtr4 (Fig. 7). A similar kinetic proofreading model has been proposed for the 26S proteasome to promote selective degradation of substrates (72).

The most likely path for RNA involves the central channel, as occlusion of the channel inhibits Rrp6-mediated trimming and formation of Dis3 products. While alternative channel-independent RNA processing pathways are supported by recent in vivo studies (4, 45, 49), our observations are consistent with prior studies indicating the importance of the central channel for RNA decay (9, 12, 13) and with recent studies showing that Mtr4 docks on top of the exosome core to guide RNA into the central channel (18, 20–22).

Analogies between the proteasome and exosome have been noted (73, 74), and our data suggest that they could be extended. In protein quality control, protein substrates are targeted, posttranslationally modified with ubiquitin, and shuttled to the proteasome, where they are interrogated and released by the ubiquitin deconjugation activities of Usp14 (75) or captured and unfolded by the AAA^+^ ATPase ring of the 19S regulatory particle for delivery into the 20S proteolysis chamber, where they are degraded (76, 77). For TRAMP-nuclear exosome–mediated RNA quality control, RNA substrates are targeted, posttranscriptionally modified by the poly(A) polymerase, and shuttled to the exosome, where they can be interrogated and released by the deadenylation activities of Rrp6 or captured and translocated by the Mtr4 helicase for delivery into the exosome for degradation by Dis3.

It is noteworthy that the nuclear exosome can be activated in vitro by mutation of Rrp6, because inactivation of the Usp14 deubiquitinase leads to activation of the proteasome (75). We posit that Rrp6 inhibition could provide the TRAMP-nuclear exosome complex with additional opportunities to engage substrates for translocation by Mtr4 and degradation via Dis3, perhaps relevant to pathologies resulting from inactivating mutations in subunits of the RNA exosome (78).

## Methods

### Protein Purification and Complex Reconstitution.

Cloning, expression, purification of exosome subunits, and reconstitution of various complexes have been described previously (11–13, 20). *S. cerevisiae* Mpp6, Rrp47, and Mtr4 (WT and E263Q catalytic mutant, prepared by site-directed mutagenesis) were cloned into pRSF-Duet1 with an N-terminal Smt3-fusion tag and then transformed into *E. coli* BL21 (DE3) RIL (Novagen). Recombinant protein expression and purification were performed as described previously (20). The Air1 protein component of the yeast-TRAMP complex was truncated at the C terminus by 40 amino acids for expression while preserving the major determinants required for interaction with Trf4 and RNA binding (43). Air1/Trf4, both WT and catalytically inactive double mutant (Trf4 D236N D238N), were cloned into pET-Duet1 vector with an N-terminal hexahistidine tag on Air1 and transformed into *E. coli* BL21 (DE3) (Novagen). Recombinant expression of the Air1/Trf4 heterodimer was induced with 0.5 mM isopropyl-β-d-thiogalactoside and 100 µM zinc chloride with overnight shaking at 20 °C. Cells were harvested by centrifugation and suspended in lysis buffer (20 mM Tris⋅Cl pH 8.0, 500 mM NaCl, 10 mM imidazole, 3 mM beta-mercaptoethanol (BME), 0.1% vol/vol IGEPAL, 10 µg/mL lysozyme, 1 mM phenylmethylsulfonyl fluoride, 10 µg/mL DNase I, and 5 mM MgCl_2_). Cells were lysed by sonication and fractionated by centrifugation at 40,000 × *g* at 4 °C for 45 min to remove insoluble matter. The supernatant was applied to Ni-NTA resin (Qiagen) and washed with 10 column volumes of wash buffer (20 mM Tris⋅Cl pH 8.0, 350 mM NaCl, 3 mM BME and 10 mM imidazole). Protein was eluted with three column volumes of wash buffer that also contained 200 mM imidazole and applied to a Superdex 200 gel filtration column (GE Healthcare) equilibrated in buffer containing 20 mM Tris⋅Cl pH 8.0, 350 mM NaCl, and 3 mM BME. Fractions containing Air/Trf were identified by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), pooled, and exchanged into buffer comprising 20 mM Tris-Cl pH 8.0, 200 mM NaCl, and 3 mM BME before being applied to a MonoQ column (GE Healthcare). Proteins were eluted with a gradient of 200 mM to 1,000 mM NaCl, fractions were analyzed by SDS-PAGE, pooled, concentrated to 10 mg/mL by centrifugation using Amicon YM-30 filtration units (EMD Millipore), flash-frozen in liquid N_2_, and stored at −80 °C. To reconstitute TRAMP complexes, a 1.2-fold molar excess of purified Mtr4 was mixed with purified His_6X_-Air1/Trf4 in buffer containing 200 mM NaCl, 20 mM Tris pH 8.0, 1 mM MgCl_2_, and 1 mM dithiothreitol (DTT) for 30 min on ice; dialyzed with a low-salt buffer (100 mM NaCl) for 3 to 4 h at 4 °C; and then applied to a Superdex 200 column in the same buffer. Fractions containing TRAMP were identified by SDS-PAGE, and relevant fractions were pooled, concentrated to 5 to 10 mg/mL, and stored at −80 °C until further use.

### RNA Synthesis and Purification.

Unmodified *S. cerevisiae* tRNA_i_^Met^ includes a guanosine at position 1 instead of adenosine at the 5′ end for efficient in vitro transcription by T7 RNA polymerase. tRNA in pHG300 vector (a gift from Eckhard Jankowsky) was linearized with BstNI, purified by phenol-chloroform extraction, and in vitro transcribed as run-off transcription with T7 RNA polymerase (produced in-house). Transcripts were separated on a 10% polyacrylamide/8 M urea gel and visualized by UV shadowing. The RNA band was excised from the gel, crushed, and eluted in buffer containing 500 mM ammonium acetate and 1 mM EDTA at 37 °C overnight. The RNA product was further extracted with 1-butanol, precipitated with ethanol, resuspended in nuclease-free water, and stored at −80 °C until further use. The tRNA was dephosphorylated with calf intestinal alkaline phosphatase (New England BioLabs), phenol-extracted, ethanol-precipitated, dissolved in nuclease-free water, and labeled with fluorescein as described previously (79). Before use, tRNA was refolded in 10 mM Tris⋅Cl pH 7.5 by heating to 80 °C for 2 min, followed by incubation at 60 °C for 2 min, addition of MgCl_2_ to a final concentration of 10 mM, and subsequent cooling at room temperature for 10 min. It was then stored on ice until the start of the assay. Yeast deacylated native tRNA_i_^Met^ was purchased as a lyophilized powder from tRNA Probes (catalog no. MI-03) and resuspended in nuclease-free water, and the stock was stored at −80 °C until further use.

Total tRNA was isolated from haploid *S. cerevisiae* strain containing individual *rrp6Δ::KanMX* gene deletion obtained from the *Saccharomyces* Gene Deletion Project collection (Open Biosystems) and was in the BY4741/BY4742 background (S288C, *his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*). This haploid *rrp6Δ* strain was transformed with a pRS413 *RRP6* vector containing RRP6 under control and behind its native promoter and plated on selective media. Yeast cultures were grown to log phase and harvested when they reached a density of 4.5 OD by spinning at 3,000 × *g* for 10 min. Total RNA was isolated from the cell pellet by standard methods of hot acid phenol RNA isolation and subsequent ethanol precipitation. Smaller RNAs, such as tRNA, were enriched from this total RNA pool using the PureLink miRNA Isolation Kit (Invitrogen) and stored at −80 °C.

### RNA Degradation Assays.

Assays to detect polyadenylation or exoribonuclease activity with unmodified tRNA used 5 nM enzyme with 20 nM unlabeled or 5′-fluorescein–labeled RNA, respectively. For reactions using purified components that were mixed together, equimolar quantities of cofactors (Mpp6, Rrp47, or TRAMP components) were added to reconstituted exosomes Exo11^Dis3/Rrp6^ or Exo13^Dis3/Rrp6/Rrp47/Mpp6^ whenever applicable and then incubated on ice for 30 min before being added to the reaction mix. All reactions were performed in reaction buffer (100 mM NaCl, 20 mM Tris⋅Cl pH 7.5, 0.5 mM DTT, 1 mM MgCl_2_, 1 mM ATP, and 1 U/μL RNase inhibitor [New England BioLabs]) and incubated at 30 °C for the indicated times. At different time points, 12-µL aliquots from the reaction were added to 2 µL of proteinase K (New England BioLabs) (final concentration 0.2 mg/mL), followed by incubation at 37 °C for 30 min to stop the reaction by degrading the protein components, after which an equal volume of loading dye containing formamide, 10 mM EDTA, and 0.01% xylene cyanol was added to the quenched aliquot. The reaction products were electrophoresed using 15% acrylamide/8 M urea gels (Invitrogen) in 1× TBE and scanned using a Typhoon FLA9500 (GE Healthcare) to produce a raw .gel file and a .tif file per scan that were then used for analysis. Products of ribonuclease activity were quantified as described previously (12) by integrating densities from the .tif output format, while figures displaying images used the .gel output format with an enhanced signal-to-noise ratio for better visualization. To quantify Dis3 exoribonuclease activity, a fraction of full-length RNA substrate degraded at a given time was calculated based on the quantity of 4- to 5-nt decay products detected by densitometry using ImageJ. This fraction was converted to nM via a standard curve of 4- to 5-nt decay products that were generated by completely degrading the tRNA. Data from triplicate experiments were analyzed for each sample, and initial rates of Dis3-product formation were calculated from the slope of line-fitting data points obtained within the linear range.

For calculation of half-lives, the rate of substrate decay was calculated by quantifying the amount of substrate remaining using ImageJ, plotting against time, and then fitting data to either a single or double exponential equation using GraphPad Prism 8. For the single exponential decay model, the equation is Y = (Y0 - Plateau)*exp(-K*X) + Plateau, where Y0 is the Y value when X (time) is 0, Plateau is the Y value at infinite times, K is the rate constant, and half-life is computed as ln (2)/K. For the double exponential decay model, which accounts for a fast phase and a slow phase, the equation is Y = Plateau + SpanFast*exp(-KFast*X) + SpanSlow*exp(-KSlow*X). SpanFast = (Y0-Plateau)*PercentFast*0.01 and SpanSlow = (Y0-Plateau)*(100-PercentFast)*0.01, where Y0 is the Y value at time 0, Plateau is the Y value at infinite times, KFast and KSlow are the two rate constants, and t_1/2_ Fast and t_1/2_ Slow are the corresponding half-life values, computed as ln (2)/K. PercentFast, which is accounted for by the faster of the two components, refers to the fraction from Y0 to Plateau. For unmodified tRNA_i_^Met^, substrate and products were detected by monitoring the fluorescence of fluorescein. For native tRNA_i_^Met^ and total yeast RNA (100 ng), gels were stained with SYBR Gold (Invitrogen) following the manufacturer’s protocol and scanned using a Typhoon FLA9500 (GE Healthcare) to produce a raw .gel file and a .tif file per scan, which were then used for analysis of substrate stability and/or decay.

### HPLC Analysis of Dis3 Decay Products.

Decay products were detected by analyzing the products of RNA decay reactions that contained 2 µM enzyme and 10 µM native or unmodified tRNA_i_^Met^ in 100 mM NaCl, 20 mM Tris⋅Cl pH 7.5, 0.5 mM TCEP, and 5 mM ATP·MgCl_2_ after incubation at 30 °C for 1 h. Reactions were stopped by addition of proteinase K to a final concentration of 0.5 mg/mL and incubation at 37 °C for 30 min to degrade proteins in the reaction. Samples were mixed with an equal volume of 2× HPLC running buffer A (50 mM potassium phosphate pH 7.0 and 10 mM tetrabutylammonium hydrogensulfate [Sigma-Aldrich]). Products were then separated by ion-pair reverse-phase HPLC (Nova-Pak C18, 60 Å, 4 mm, 3.9 × 150-mm column) by running in buffer A at a flow rate of 1 mL/min at 40 °C and eluted with 100% buffer B (buffer A containing 50% [vol/vol] acetonitrile) from 5 min to 30 min (12). UV absorbance at 260 nm was monitored to detect nucleotides or RNA products.

### Yeast Strains.

Yeast growth media, including rich (YPD; yeast extract, peptone, dextrose) and minimal (SD) media, were prepared as described previously, and standard protocols were used for the genetic manipulation of *S. cerevisiae* (80). All yeast pRS vectors were generated using standard cloning approaches. The *RRP6* open reading frame (ORF) and all *rrp6* alleles were PCR-amplified from *S. cerevisiae* genomic DNA with oligonucleotides containing EcoRI and SalI restriction sites at the 5′ and 3′ ends, respectively, and then inserted into the pRS413 vector. All *rrp6* PCR constructs contain a stop codon at the 3′ end. A promoter sequence corresponding to the first 129 bp upstream of the endogenous *RRP6* ORF was synthesized as a XbaI/EcoRI geneBlock (IDT) and inserted into each pRS vector containing *RRP6* or *rrp6* alleles. The *MTR4* ORF was generated as a EcoRI/SalI PCR fragment from yeast genomic DNA and inserted into a pRS415 or a pRS416 vector. All *mtr4* alleles contain a stop codon at their 3′ end. A 500-bp fragment corresponding to the promoter sequence immediately upstream of the endogenous *MTR4* ORF was PCR-amplified using XmaI and EcoRI restriction sites, and a 200-bp fragment corresponding to the terminator region immediately downstream of the *MTR4* stop codon was PCR-amplified using SalI and XhoI restriction sites on the 5′ and 3′ oligonucleotides, respectively, and inserted into pRS415 and pRS416 *MTR4* vectors.

The haploid strain containing the *rrp6Δ::KanMX* gene deletion and the MTR4/*mtr4Δ* diploid strain were obtained from the *Saccharomyces* Gene Deletion Project collection (Open Biosystems) and were in the BY4741/BY4743 background (S288C, *his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*). The *rrp6Δ mtr4Δ* double-knockout strain was generated while covered with a pRS416 *MTR4* plasmid because *MTR4* is essential for yeast viability. The MTR4/*mtr4Δ* diploid was transformed with the pRS416 *MTR4* plasmid, then sporulated and dissected to obtain the *mtr4Δ* + pRS416 *MTR4* haploid (MATα type). This strain was crossed to the MATa *rrp6Δ::kanMX* strain. The resulting heterozygous diploid was sporulated to obtain the *rrp6Δ mtr4Δ* + pRS416 *MTR4* double mutant by standard tetrad dissection. Both *rrp6Δ mtr4Δ* deletions were verified by PCR genotyping. This parental strain was used to obtain viable *rrp6Δ mtr4Δ* + pRS416 *MTR4* strains containing various combinations of pRS413 *rrp6* alleles and pRS415 *MTR4* vector. The *rrp6* alleles used in this study were pRS413 *RRP6*, pRS413 *rrp6*^*exo−*^ (D238N), and pRS413 empty vector with the intent of testing the effects of WT RRP6, exoribonuclease-inactive Rrp6, or yeasts lacking Rrp6, respectively. The parental strain, *rrp6Δ mtr4Δ* + pRS416 *MTR4*, was transformed with plasmids and plated on selective SD-Ura-His-Leu solid medium for viable colonies. Attempts to obtain strains with inactivating mutations in both Rrp6 and Mtr4 failed, suggesting that inactivating mutations in Rrp6 cannot suppress the essential functions of Mtr4 in vivo.

Individual clones of strains *rrp6Δ mtr4Δ* + pRS416 *MTR4* + pRS415 *MTR4* containing pRS413 *rrp6* alleles were then selected and grown overnight at 30 °C in selective SD-His-Leu-Ura medium. The next day, cells were diluted to an OD_600_ of 0.2 and grown until they reached midlog phase, and two or three OD of cells were harvested by spinning at 3,000 × *g* for 5 min at 4 °C. Cell pellets were washed in sterile nuclease-free water, spun again to remove supernatant, snap-frozen in liquid N_2_, and stored at −80 °C. Total RNA was isolated from the cell pellets using the MasterPure Yeast RNA Purification Kit (Lucigen), resuspended in nuclease-free water, and stored at −80 °C.

### RNA-Sequencing Sample Preparation and Analysis.

RNA samples extracted from yeast strains were subjected to RiboGreen quantification for quality control as assayed with an Agilent BioAnalyzer 4. Then 1 µg of total RNA with an RNA integrity number varying from 6.1 to 8.9 underwent ribosomal depletion with the Ribo-Zero Gold rRNA Removal Kit (Yeast) (Illumina; catalog no. MRZY1306). Libraries were prepared using the TruSeq Stranded Total RNA LT Kit (Illumina; catalog no. RS-122-1202) according to the manufacturer’s instructions with eight PCR cycles. Samples were barcoded and analyzed using an Illumina HiSeq 4000 in a 50-bp/50-bp paired end run using the Illumina HiSeq 3000/4000 SBS Kit. On average, 61 million paired reads were generated per sample.

The output data (FASTQ files) were mapped to the target genome (sacCer3) using the rnaStar aligner version 2.5.0a (81) that maps reads to the genome. The reads were mapped twice using the two-pass mapping method (82). The first mapping pass used a list of known annotated junctions from Ensemble version 94. Novel junctions found in the first pass were then added to the known junctions, and a second mapping pass was done, using the RemoveNoncanoncial flag. After mapping, the output SAM files were postprocessed using the Picard tools 1.124 to add or replace read groups, which also sorts the file and converts it to the compressed BAM format. The expression count matrix was then computed from the mapped reads using HTSeq version 0.5.3 (https://www.huber.embl.de/users/anders/HTSeq/doc/overview.html) and *S. cerevisiae* genome version R64-1–1.94.gtf. The raw count matrix generated by HTSeq were then processed using the R/Bioconductor package DESeq (https://www.huber.embl.de/users/anders/DESeq/), which was used to both normalize the full dataset and to analyze differential expressions between sample groups. The data were clustered in several ways using the normalized counts of all genes, which gave a total of 10 counts when summed across all samples. To obtain the normalized bedGraph files, scripts were used to compute the coverage files from RNA-seq BAM files normalized to total unique counts (counts/million) and converted to the compressed bedGraph format. Normalized coverage plots were then visualized and compared across different samples using the Integrative Genomics Viewer.

## Supplementary Material

Supplementary File

## Data Availability

RNA sequencing data from this study have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE160368).

How the deposited data were processed for this re-analysis (not part of the article)

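The measurements are RNA-sequencing libraries of ribosome-depleted total RNA from 3 yeast strains, WT *RRP6*, exoribonuclease-inactive Rrp6 exo- (D238N) and *rrp6Δ*, with 2 clones per strain and 6 libraries in all. The authors prepared stranded libraries, aligned the paired reads in 2 passes with STAR to sacCer3 using Ensembl junctions, processed the alignments with Picard, counted reads per gene with HTSeq on the R64 annotation, and normalized the counts with DESeq. The authors deposited scaled counts, a signal in which the read count of each gene is divided by 1 size factor per library. The size factors, recovered as below, were 1.018 and 0.962 in WT, 1.029 and 0.963 in Rrp6 exo-, and 0.960 and 1.080 in *rrp6Δ*. The paper's text does not name the strand setting of the counting, so genes that overlap another gene, and near-identical copies such as the *COS* genes, are uncertain.

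Samples were taken by the names of their columns, each of which opens with the library name that 1 sample's label gives. All value columns were used. In each library the smallest positive value gave the worth of 1 read, and 100.0% of the values were whole multiples of it. Dividing by it gave the reads recovered, with a mean of 37.5 M per library (SD 2.08) on the 6277 listed genes. The 10 most abundant genes took from 16.2% to 18.6% of the reads in each library. The replicates of each strain were separate libraries, since their read counts differed by far more than the sampling noise (chi-square per degree of freedom of 101.2 in WT, 117.5 in Rrp6 exo- and 77.6 in *rrp6Δ*, over genes with at least 20 reads). Read counts cover sampling error only, since PCR copies were not removed by molecular identifiers.

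Of the 6277 listed genes, 5818 were matched to the R64 annotation by systematic name or, for snoRNA and other noncoding genes, by symbol, and 459 were not. Of the list of 47 C/D box snoRNA genes, 31 were listed in the table, and of 29 H/ACA box genes, 29. Only 2 tRNA genes were listed, so tRNA was not analysed here.

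The main test was limma (version 3.58.1, R 4.3.3) on log2(scaled count + 1), with the strain as the only term, all 6 libraries in 1 fit, and empirical Bayes moderation with a mean-variance trend. Genes needed a summed scaled count of at least 10, the minimum of the paper. The lowest sum was 14.4, so no gene was removed, and a fit with no minimum is the same fit. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Sets of snoRNA genes were tested with limma's camera with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Fold changes are differences of means on the log2 scale.

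The paper's labels number the clones 1 and 2 in every strain, and the library labels share a letter within each number. The difference between replicates 2 and 1 correlated across genes between WT and Rrp6 exo- (r = 0.55), between WT and *rrp6Δ* (r = 0.59) and between Rrp6 exo- and *rrp6Δ* (r = 0.46). The numbers were therefore read as pairing the libraries, and values from a fit with the replicate number as a block are given beside a result where the block changes its call.

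The scaled counts are not raw counts, so a count test was not the main test. edgeR's quasi-likelihood test (version 4.0.16), with and without the block, and DESeq2 (version 1.42.0) were run on the recovered reads as alternatives. The other alternatives, set before the data were examined, were pseudocounts of 0.5 and 10, a minimum mean scaled count of 10 per library (which removed 292 genes), rescaling to the same total or to the upper quartile of protein-coding genes, no variance trend, only the 4 libraries of the strains compared, each library left out in turn, an adjusted p under 0.01, and a fold change of at least 2.

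The fits were tested on simulated counts for all 6277 genes, drawn 5 times from the real means, library sizes, spread and replicate differences, with 200 genes changed by 1 or 2 on the log2 scale. limma recovered 74.0% of the changed genes with 0% of its calls false, and 95.1% with 6.58% false when the replicate block was in the fit. edgeR gave 73.8% with 0% false, and 95.4% with 7.56% false when the block was in the fit. DESeq2, without the block, gave 86.2% with 1.03% false. The simulated replicate difference of a gene was the same in each strain, and the spread came from a fit with the block. The real differences correlated at r of 0.46 to 0.59 between strains. The simulation thus favours the block and cannot show whether the blocked calls hold.

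Genes named in the text are those the paper names for the sequencing data or as exosome and TRAMP proteins, the members of the *SNR72* to *SNR78* cluster, and for each comparison the 3 largest rises and the 3 largest falls that passed the threshold, with both libraries of 1 strain above both of the other and a mean scaled count of at least 50 in the higher strain. Other genes are named as chosen after their values were seen. Paralogs were sought with BLAST against all annotated genes at 80% identity or more. The browser tracks and the reads were not analysed here.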

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

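The tests of low abundance below were chosen only after the result was seen, while those of GC content and gene length were set before. The genes here rose in a mutant above both WT libraries and are outside those the paper discusses.

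*SNR66*, a C/D box snoRNA gene on chromosome XIV (586090 to 586175), had 169 ± 22.5 scaled counts in WT, 1093 ± 201 in Rrp6 exo- and 1838 ± 734 in *rrp6Δ* (SD, n = 2 each). Its log2 fold change was 3.38 in *rrp6Δ* (limma adjusted p = 0.034, both libraries higher) and 2.68 in Rrp6 exo- (adjusted p = 0.056, and 0.0015 with the replicate block). The *rrp6Δ* call was lost when either Rrp6 exo- library was left out (adjusted p of 0.094 and 0.093), in the fit without the variance trend (0.051) and in that with only the 4 libraries compared (0.10). That call held with the replicate block (limma adjusted p = 0.00070) and under DESeq2 (adjusted p = 4.92e-23). Among the 344 genes called in both mutants with the block and at a mean of at least 10 scaled counts, removing the trend with GC content from each library left 201 (58.4%), and removing the trend with gene length left 298. Across genes the change in *rrp6Δ* had a Spearman rho of -0.41 with GC content. The set includes 9 of the genes that the paper names for the sequencing data or that changed most, *SNR66* among them, and all 9 stayed. GC content may thus account for part of the set, but not for *SNR66*. Normalization is not a likely source for *SNR66*, since rescaling put the median of all genes at no more than 0.16. The loss of Rrp6 activity, which the design varies, stays open as a hypothesis.

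*YDR199W*, *YAR073W* and *YPL222C-A* are listed in the deposited table but have no entry in the R64 annotation used here, so their position, GC content and overlaps were not examined. *YDR199W* rose by 2.66 on the log2 scale in *rrp6Δ* (limma adjusted p = 0.043), from 15.2 ± 2.04 scaled counts in WT to 100.7 ± 3.54 (SD, n = 2 each). *YAR073W* rose by 2.63 in Rrp6 exo- (adjusted p = 0.045), from 100.3 ± 14.0 to 638 ± 186 scaled counts, and *YPL222C-A* by 1.98 (adjusted p = 0.045), from 94.3 ± 9.78 to 375.9 ± 39.8. The call of *YDR199W* was lost with only the 4 libraries compared (limma adjusted p = 0.10) and without either Rrp6 exo- library (0.094 and 0.093). Those of *YAR073W* and *YPL222C-A* were lost with only the 4 libraries (0.15 each) and without either *rrp6Δ* library (0.15 and 0.14 for each), and that of *YAR073W* also with edgeR (0.054). Each also rose in the other mutant, with log2 fold changes of 2.28, 1.89 and 1.59, which did not pass in limma without the replicate block (adjusted p of 0.056, 0.078 and 0.057) and passed with it (0.0035, 0.0010 and 0.0036) and under DESeq2 (1.67e-05, 6.26e-08 and 1.92e-09). The annotation of *IMD2* describes *YAR073W* as a paralog, so shared reads are a possible source of its signal that was not tested. As a group, the 459 listed genes outside the annotation had a median log2 fold change of 0.47 in *rrp6Δ* and 0.49 in Rrp6 exo-, with 353 and 346 of them rising. Protein-coding lists of the same size and abundance, drawn 10000 times, had medians of 0.13 and 0.17 and at most 0.24 and 0.26, so low abundance alone does not give the rise. A hypothesis is that these entries collect reads from unannotated or antisense transcripts that the nuclear exosome degrades. The strand of the reads, which would test it, was not analysed here.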

How the results depend on the processing

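The alternatives were set before the data were examined. The clearest dependence is on the replicate block. With it, limma called 720 genes between *rrp6Δ* and WT, 800 between Rrp6 exo- and WT and 2 between the mutants, against 11, 7 and 1 without it. edgeR with the block called 717, 797 and 2. DESeq2 on the recovered reads called 504 (195 higher, 309 lower), 517 and 49. These fits differ from the others in the spread they assign to each gene. Simulated data with the same replicate difference in each strain gave limma 74.0% of changed genes without the block and 95.1% with it. That setting favours the block, so it does not decide which of these counts is right. edgeR without the block called 11, 6 and 1.

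Rescaling to the same total gave 25 genes between *rrp6Δ* and WT (20 higher, 5 lower, against 7 and 4) and 37 between Rrp6 exo- and WT (29 higher, 8 lower, against 4 and 3). This scaling put the median of all genes at 0.16 in *rrp6Δ* and 0.12 in Rrp6 exo-, which shifts calls upward by construction. The upper quartile scaling gave 14 and 18 genes (14 higher and 4 lower in Rrp6 exo-). Without the variance trend, 17 and 20 genes were called. Fits with only the 4 libraries compared called 1, 3 and 2, with fewer samples behind the spread. An adjusted p under 0.01 left 1 and 0 genes against WT, where 1069 genes had an unadjusted p under 0.05 in Rrp6 exo-. Leaving out a library of the strain not compared gave 1 to 1 gene between *rrp6Δ* and WT, 3 to 3 between Rrp6 exo- and WT, and 2 to 2 between the mutants. Where an arm had 1 library left, no calls were made. The pseudocounts, the minimum mean of 10 and the 2-fold threshold moved each count without the block by less than 1.5 times. With the block, 110 of the 720 genes between *rrp6Δ* and WT and 122 of the 800 between Rrp6 exo- and WT also changed at least 2-fold.

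For *SNR67*, *SNR77*, *SNR47* and *SNR55*, the median log2 fold change between *rrp6Δ* and WT ran from 1.43 (without *rrp6Δ* replicate 2) to 2.65 (without *rrp6Δ* replicate 1), that between Rrp6 exo- and WT from -0.26 to 1.08, and that between the mutants from 1.68 to 2.95. The direction in Rrp6 exo- therefore rests on WT replicate 1.

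The C/D box rise in *rrp6Δ* kept its direction under each alternative computed for the set, which edgeR and DESeq2 were not, from 0.82 with a pseudocount of 10 to 1.45 with 0.5, and from 1.06 to 1.55 across the 6 fits that each left out a library. The set calls did not pass under fry or an estimated correlation, at unchanged medians of 1.33 and 0.46 for C/D box genes (*rrp6Δ* against WT and against Rrp6 exo-) and of -0.24 and 0.24 for H/ACA box genes (Rrp6 exo- against WT and *rrp6Δ* against Rrp6 exo-). fry and the estimated correlation let genes of a set vary together. The C/D box genes in Rrp6 exo- passed camera with the minimum mean of 10 (median 0.15, adjusted p = 0.033) and with only the 4 libraries compared (median 0.0022, adjusted p = 0.024). The cause was not tested. Their median ran from -0.042 to 0.31 with a library left out, and that between *rrp6Δ* and Rrp6 exo- from 0.15 to 0.85. The H/ACA medians ran from -0.079 to 0.13 (*rrp6Δ* against WT), from -0.31 to -0.10 (Rrp6 exo- against WT) and from 0.0070 to 0.41 (between the mutants). In *rrp6Δ* against WT the H/ACA median reversed to 0.13 with the same total and to 0.019 with the upper quartile. Neither passed the test.

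The correlation between the changes of the mutants was 0.74 over genes with a mean of at least 10, and from 0.60 to 0.80 with a library left out. Fewer genes near the floor entered the first of these.

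With every library kept, the change of *RRP6* between Rrp6 exo- and WT reversed to 0.058 with the same total, and that of *SNR76* between the mutants to 0.011 with the same total and to 0.0043 with edgeR. Leaving out 1 library changed further signs among the genes the paper names for the sequencing data and those of the *SNR72* to *SNR78* cluster. Between Rrp6 exo- and WT, *SNR67* went to 0.31 without WT replicate 2, *SNR77* to -0.20 without WT replicate 1, *SNR55* to 0.062 without Rrp6 exo- replicate 2, and *RRP6* to 0.023 without WT replicate 2 and 0.044 without Rrp6 exo- replicate 1. Between the mutants, *SNR47* went to 0.071 without *rrp6Δ* replicate 1, *SNR13* to -0.044 without *rrp6Δ* replicate 2, and *SNR76* to 0.060 without Rrp6 exo- replicate 2 and 0.26 without *rrp6Δ* replicate 1. These values are smaller than the standard errors of the fit with all libraries. With the replicate block 13 results for single genes crossed the threshold and none was lost. DESeq2 added 14, and fits of only the 4 libraries lost 8. The block changed no call of a snoRNA set. Among the counted genes of the *SNR72* to *SNR78* cluster, *SNR77* and *SNR76* had the fewest reads in WT replicate 1, at 4 and 8. This limits the precision of their changes against WT.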

Differences from the paper's values

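The paper states an average of 61 M paired reads generated per sample, whereas the reads recovered on listed genes averaged 37.5 M per library. The paper's value is of reads generated and the other of reads counted on genes, and none of the alternatives set before the data were examined changes either.

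The paper states, from browser tracks of normalized coverage, that *SNR47* stays low with exoribonuclease-inactive Rrp6. The values here are counts over the annotated gene, which is a different measure. In the scaled counts it was higher in both Rrp6 exo- libraries than in both WT libraries, with a log2 fold change of 2.20 (limma adjusted p = 0.087, and 0.012 with the replicate block), and the log2 fold change between *rrp6Δ* and Rrp6 exo- was -0.31 (0.071 without *rrp6Δ* replicate 1). With each library left out in turn, the change in Rrp6 exo- lay between 1.84 and 2.55. DESeq2 also called the rise in Rrp6 exo- (adjusted p = 0.00038).

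The paper describes *SNR69* and *COS4* as similar in the 3 strains, with 3′ extensions of *SNR69* in both mutants. Its methods compare normalized coverage in a browser, whereas the values here are counts over the annotated gene. The scaled counts gave *SNR69* log2 fold changes of -2.47 in Rrp6 exo- and -2.003 in *rrp6Δ*, and *COS4* 1.55 and 1.26. None of these passed in limma on the scaled counts without the block (adjusted p of 0.056, 0.10, 0.071 and 0.13). All 4 passed with the block (0.0013, 0.0038, 0.0036 and 0.0095) and under DESeq2, and both changes in Rrp6 exo- also passed with the libraries rescaled to the same total (0.048 each). None of the alternatives reversed a direction. The *COS4* value remains uncertain, because 8 other annotated genes share at least 82.4% of their sequence with it.

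The paper describes *SNR67*, *SNR77* and *SNR55* as more abundant in *rrp6Δ* than in the other strains, from browser tracks of normalized coverage. Their mean scaled counts had this order, but neither the rise over WT nor the rise over Rrp6 exo- passed in limma without the block. The rise over WT passed with the block for the 3 genes and under DESeq2 for *SNR77* and *SNR55* (adjusted p of 0.0039 and 0.0012), and the rise over Rrp6 exo- passed under DESeq2 for *SNR67* and *SNR55* (adjusted p of 0.014 and 0.0019).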

Other observations

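The tests of shared WT libraries, short RNA, read-through, GC content and gene length were set before the result was seen. The tests of the WT clones, of the number of genes called after snoRNA genes, of mixing, mitochondrial genes and the plasmid marker were chosen after it.

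*SNR67*, *SNR77* and *SNR55* were higher in *rrp6Δ* than in Rrp6 exo-, but *SNR67* and *SNR77* also differed between the WT clones, at 32.4 and 146.6 and at 3.93 and 43.7 scaled counts. A hypothesis is that libraries differ in how well they recover these RNAs, whatever the strain. Across 55 snoRNA genes, which are not independent, the difference between the WT libraries and that between *rrp6Δ* and Rrp6 exo- had a Pearson r of 0.64 (permutation p = 0.00012, two-sided). Without *SNR67*, *SNR77* and *SNR55* the r was 0.23 over 52 genes (permutation p = 0.089), and without 2 more genes at the extremes -0.12 (permutation p = 0.42). With the trend of the other genes removed, 2.17, 2.99 and 1.29 of their log2 differences of 2.96, 4.01 and 1.67 were left, against an SD of 0.49 over the other genes. The correlation across the other genes is too weak and too dependent on single genes to decide, so a recovery difference cannot be told apart from a difference due to Rrp6 itself.

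A difference in the recovery of short RNA would give larger changes for shorter genes. The Spearman rho between gene length and the change from Rrp6 exo- to *rrp6Δ* was -0.24 across the other 52 snoRNA genes (permutation p = 0.083, two-sided), so it cannot be told apart from no relation with this number of genes. The changes of snoRNA genes against WT were not tested against length.

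A mixture of *rrp6Δ* RNA into WT replicate 2 was also considered for the higher *SNR67* and *SNR77* of that library. It would need 5.47% of the *rrp6Δ* level for *SNR77* and 33.0% for *SNR67*. Over the other 11 genes that rose at least 4-fold in *rrp6Δ* and had a mean of at least 50 scaled counts there, the median share was -0.43%, and 2 of them reached the share of *SNR77*. With no minimum level the median over 29 genes was also -0.43%, and 9 reached that share. *SNR73* would have reached 750.2 scaled counts at the share of *SNR77*, against 436.7 found. The counts argue against such a mixture as the whole cause. *SNR50* (21.6 and 100.9 scaled counts in WT replicates 1 and 2), *ATP6* (524.5 and 1020.0) and *SNR79* (0 and 6.24) go with it. They were chosen after their values were seen, and why they differ between the WT clones stays open.

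The changes of Rrp6 exo- and *rrp6Δ* against WT share their WT libraries. Changes with no library in common still had r of at least 0.46, against at most 0.17 in the simulations. The shared libraries are thus not the whole cause of the correlation of 0.72. They can give part of it, since simulated unchanged strains reached a median r of 0.50 against the same WT libraries. With the replicate block, 416 genes were called in both mutants, all in the same direction, and simulated unchanged strains gave at most 1.

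*SNR77* and *SNR73* lie in 1 cluster of snoRNA genes, yet *SNR73* rose alike in Rrp6 exo- and *rrp6Δ* (log2 fold changes of 3.15 and 3.64), whereas *SNR77* rose by 1.39 (-0.20 without WT replicate 1) and 5.40. For *SNR77* the difference between the mutants, 4.01, did not pass (limma adjusted p = 0.88, and 0.11 with the block). *SNR72*, at the end of the cluster, rose by 1.75 and 3.14.

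*YDR042C*, the gene after *SNR47* on the same strand, was chosen after its values were seen. It rose by 1.65 in Rrp6 exo- and 1.72 in *rrp6Δ* (limma adjusted p of 0.045 and 0.034), much as *SNR47* did. Read-through from snoRNA genes into the next gene may raise such genes. Over the 19 protein-coding genes within 500 bp downstream of a snoRNA gene, the median change exceeded that of 1746 genes downstream of protein-coding genes by 0.030 in *rrp6Δ* (permutation p = 0.63, two-sided) and by -0.003 in Rrp6 exo- (p = 0.96). The median of the set thus did not rise. With the replicate block, 4 of the 19 were called higher in *rrp6Δ* and 3 in Rrp6 exo-, against 72 and 64 of the 1746 (Fisher's exact test, two-sided, p = 0.0075 and 0.033). Without *YDR042C*, which prompted the test, the calls were 3 of 18 (16.7%, against 4.12% of the 1746, Fisher's exact test p = 0.038) and 2 of 18 (11.1%, against 3.67%, Fisher's exact test p = 0.14). Read-through at a part of the snoRNA genes cannot be told apart from chance, since so few genes were called and only 1 of the mutants passed without *YDR042C*.

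For the 21 mitochondrially encoded genes with a mean of at least 50 scaled counts, the mean log2 difference between *rrp6Δ* and Rrp6 exo- was above 0 in each, with a median of 0.52. In replicate 2 all 21 were higher in *rrp6Δ*, but in replicate 1 only 16 were, and 5 were lower. With the replicate block, 1 of the 21 passed. The nuclear exosome does not act in mitochondria. *ATP6*, chosen after its values were seen, differed most, by 3.98 (3.58 and 4.38 in replicates 1 and 2, limma adjusted p = 0.00054 with the replicate block). A larger share of mitochondrial RNA in the *rrp6Δ* libraries would raise these genes alike. Without *ATP6*, their log2 differences had an SD of 0.69, against 0.27 expected from the replicates, so a common factor is not the whole cause. Differences between clones in the mitochondrial genome stay open and were not tested.

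*HIS3*, the marker of the pRS413 plasmid, fell from 51132 ± 7040 scaled counts in WT to 26948 ± 1635 in Rrp6 exo- and 34553 ± 2789 in *rrp6Δ* (SD, n = 2 each), a log2 fold change of -0.92 in Rrp6 exo- (limma adjusted p = 0.068, and 0.0062 with the replicate block) and -0.56 in *rrp6Δ* (adjusted p = 0.15, and 0.030 with the block). Fewer plasmid copies in Rrp6 exo- would lower *RRP6*, carried by the same plasmid, as much, but its log2 fold change was -0.052, and the 2 genes differed by 0.87 (standard error 0.30). The counts argue against copy number as the cause in Rrp6 exo-. In *rrp6Δ* the plasmid carries no *RRP6*, so copy number was not tested there and stays open. *LEU2* and *URA3*, the other markers, had log2 fold changes of -0.35 and -0.28 in Rrp6 exo- and -0.38 and -0.35 in *rrp6Δ*. With the block *LEU2* passed in both mutants (limma adjusted p of 0.046 and 0.039) and *URA3* in neither.

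Among the exosome and TRAMP genes, *AIR2* was higher in both mutants, by 0.60 in Rrp6 exo- and 0.50 in *rrp6Δ*, which did not pass in limma without the replicate block (adjusted p of 0.088 and 0.14) and passed with it (0.0054 and 0.011) and under DESeq2 (7.64e-06 and 0.00038). *DIS3*, *LRP1*, *MPP6*, *PAP2* and *TRF5* passed in neither mutant in limma with or without the block, or under DESeq2. *AIR1* passed with the block in Rrp6 exo- (adjusted p = 0.026), and *RRP45* in *rrp6Δ* (0.047).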
